# The Antarctic Krill *Euphausia superba* Shows Diurnal Cycles of Transcription under Natural Conditions

**DOI:** 10.1371/journal.pone.0068652

**Published:** 2013-07-17

**Authors:** Cristiano De Pittà, Alberto Biscontin, Alessandro Albiero, Gabriele Sales, Caterina Millino, Gabriella M. Mazzotta, Cristiano Bertolucci, Rodolfo Costa

## Abstract

**Background:**

Polar environments are characterized by extreme seasonal changes in day length, light intensity and spectrum, the extent of sea ice during the winter, and food availability. A key species of the Southern Ocean ecosystem, the Antarctic krill (*Euphausia superba*) has evolved rhythmic physiological and behavioral mechanisms to adapt to daily and seasonal changes. The molecular organization of the clockwork underlying these biological rhythms is, nevertheless, still only partially understood.

**Methodology/Principal Findings:**

The genome sequence of the Antarctic krill is not yet available. A normalized cDNA library was produced and pyrosequenced in the attempt to identify large numbers of transcripts. All available *E. superba* sequences were then assembled to create the most complete existing oligonucleotide microarray platform with a total of 32,217 probes. Gene expression signatures of specimens collected in the Ross Sea at five different time points over a 24-hour cycle were defined, and 1,308 genes differentially expressed were identified. Of the corresponding transcripts, 609 showed a significant sinusoidal expression pattern; about 40% of these exibithed a 24-hour periodicity while the other 60% was characterized by a shorter (about 12-hour) rhythm. We assigned the differentially expressed genes to functional categories and noticed that those concerning translation, proteolysis, energy and metabolic process, redox regulation, visual transduction and stress response, which are most likely related to daily environmental changes, were significantly enriched. Two transcripts of peroxiredoxin, thought to represent the ancestral timekeeping system that evolved about 2.5 billion years ago, were also identified as were two isoforms of the *EsRh1* opsin and two novel *arrestin1* sequences involved in the visual transduction cascade.

**Conclusions:**

Our work represents the first characterization of the krill diurnal transcriptome under natural conditions and provides a first insight into the genetic regulation of physiological changes, which occur around the clock during an Antarctic summer day.

## Introduction

The Antarctic krill (*Euphausia superba*, Dana 1982), a crustacean species with a circumpolar distribution [1], plays a key role in the Antarctic ecosystem as it is an important link between primary producers and organisms at high trophic levels [2]. The Antartic krill has adapted to almost all marine environments in the Southern Ocean, including abyssal depths [3] and the under-ice habitat [4]. Due to its high content in proteolytic enzymes and water-soluble proteins, it has a significant impact on aquaculture and the fishing industry [5]. Krill abundance has, nevertheless, declined by 80% over the past 30 years in concomitance with global temperature rises and the consequent decrease in the winter sea ice cover [6], a change which has had important implications not only with regard to krill stocks but also to food interactions in the Southern Ocean [7], [8] and to the fishing industry [9].

The polar pelagic environment is characterized by extreme seasonal changes causing considerable variations in day length, light intensity and spectrum, sea ice extent and food availability [4].

Variations in photoperiod and light intensity have important effects on physiological parameters in krill such as feeding and metabolic rate [10], [11]. In fact a transcriptome analysis of gene expression has uncovered considerable differences in summer *vs.* winter populations [12]. It has been suggested that krill has evolved an endogenous time-keeping mechanism that can perceive seasonal variations in light conditions. The photoperiodic response could be mediated by a system that use the tools of a circadian clock to sense changes in day length and therefore synchronize the seasonal rhythm of metabolic activity to the annual cycle of the photoperiod that varies from near-constant light in December to near-constant darkness in June [13], [14] *E. superba* exhibits a daily vertical migration pattern moving downward during the day and upward during the night within a 200 m water column [15], [16]. Vertical migration probably allows the crustacean to maximize food intake in the superficial waters during the night and to minimize predator risk by migrating to deeper waters during the day [17]–[19].

The molecular organization of the clockwork driving these biological rhythms is, nevertheless, still poorly understood in marine organisms in general and in particular in high latitude pelagic ones [20]. Only one cryptochrome gene (*Escry*), a cardinal component of the clockwork machinery, has been characterized in *E. superba* [21], a finding suggesting that a circadian clock might indeed exist in that crustacean such as already observed in other decapod species [13]. Subsequent long term laboratory experiments with live krill entrained under different light-dark regimes have confirmed that a circadian clock is at work and regulating key metabolic processes [14]. These results suggest that the circadian clock of the krill plays a role in controlling also seasonal events.

While there is considerable scientific knowledge about the krill's biology and ecology, the crustacean's genome sequence is not yet available and a systematic sequencing of cDNA libraries is an efficient approach for the identification of large numbers of transcripts [22], [23]. Clark and colleagues have recently generated the first 454 sequencing data and focused their attention on the typical stress related genes of the Heat Shock Protein family [24]. In order to increase the probability of identifying circadian clock genes, or clock-controlled genes, we developed and sequenced a normalized cDNA library from krill specimens sampled at different times of the day across a complete 24-hour cycle. Using 454 Titanium technology, we were able to identify 80,675 high-quality reads which were assembled into a total of 10,987 putative transcripts. The sequences generated by our group together with all those available from public databases were *de novo* assembled to create the first krill oligo DNA microarray platform, named Krill 1.1 (Agilent Technology), containing a total of 32,217 different probes. Gene expression signatures of the specimens collected in the Ross Sea were defined at five different time points. One thousand three hundred eight genes (8% of probes) differentially expressed during the 24-hour cycle were identified; 609 of the corresponding transcripts showed a significant sinusoidal expression pattern with about 40% of these showing a 24-hour periodicity.

The aim of this study was to identify the diurnal gene expression of the Antarctic krill and group differentially expressed genes into functional categories. This is the first study that characterizes the crustacean's transcriptome in its natural conditions and provides insight into the genetic regulation of physiological changes occurring around the clock on a typical summer day in the Antarctica. This work opens the door to future studies on the role of the krill's circadian clock during seasonal adaptation and in response to polar climate changes.

## Results and Discussion

### Next generation sequencing and reads assembly

In order to better characterize the krill's transcriptome and to increase the probability of identifying circadian clock or clock-controlled genes, total RNA was extracted from a variety of adult organs and tissues, including the head (the brain and the compound eyes), the abdomen, and the thoracopods, of specimens sampled at different times of the day over a 24-hour cycle. Equal amounts of RNA were mixed together to construct a normalized cDNA library which was pyrosequenced using Roche 454 GS FLX. The 454 reads produced were used for clustering and *de novo* assembly using Newbler 2.5.1. After eliminating adapter sequences and filtering out the low-quality reads, including too short ones (<20 nt) and repeats, a total of 80,675 (83.3%) high-quality reads were further processed. Clustering and assembly of these reads yielded 340 isotigs (58,036 reads) and 22,622 singletons. The isotigs had an average size of 407 bp; 9 isotigs were greater than 1Kb (Figure S1A). In the attempt to design the most comprehensive microarray platform of Antarctic krill, we assembled the good quality 454 reads generated by our group together with all the sequences available from public databases. Newbler 2.5.1, considered one of the best assembly programs in restoring full-length transcripts despite some degree of chimeric contigs, was used [25]. This assembling provided a total of 32,217 consensus sequences: 11,720 isotigs and 20,497 singletons longer than 300 bp as outlined in Table 1. Interestingly, despite the relatively small number of reads produced by our normalized library, the putative identification of new krill transcripts was increased by about 10% with respect to the massive sequencing of Clark's library [24]. About 15% of singletons (3,116 out of 20,497) were provided by our normalized library, confirming the validity of the normalization procedure adopted to increase the gene discovery rate. Assembled isotigs ranged in size from 300 bp to 8.558 bp, with an average size of 890 bp; 3,577 isotigs were larger than 1Kb. The average length of our assembled isotigs was longer than that previously reported for krill (average of 492 bp) [24] but similar to that found in other decapod crustaceans (*Macrobrachium rosenbergii* and *M. nipponense*) [26], [27], whose transcriptomes were likewise obtained using the Roche 454 GS FLX. In view of the availability of long expressed sequence tags (ESTs) previously produced by the Sanger method [22], [23], we were able to increase the length of putative transcripts facilitating read alignment during the *de novo* assembly and the annotation process that followed. As described in Figure S1B, a search was made for each non-redundant sequence in the NCBI nucleotide and UniProtUK databases using Blast-N and Blast-X with an e-value cut off of <e^−50^ and <e^−6^ respectively. Priority was given to the Blast-N hits, and alignments characterized by less than 30% of coverage were discarded. Finally, with regard to the five best hits, the software selected the description of the organism with the closest taxonomic distance to the krill. Overall, 35% of the consensus sequences (11,230 out of 32,217) were successfully annotated while the other 65% (20,987 out of 32,217) showed no or poor similarity matches and presumably representing completely unknown Antarctic krill transcripts. Although the percentage of annotated transcripts might appear rather low, the number of matches was higher compared to previous 454 sequencing of the krill (25%) [24] and other non-model marine invertebrates: 12% in *Mytilus galloprovincialis*, 17% in the Antarctic bivalve *Laternula elliptica*, 23.9% in larvae of the coral *Acropora millipora* and 24% in the Manila clam *Ruditapes philippinarum* [28]-[31].

**Table 1:** Assembly of all available *E. superba* sequences (454 reads and ESTs).

454 reads assembly	
454 trimmed reads	866,729
Assembled reads	619,668
Singletons	86,073
Repeats	1,653
Too short (<20 nt)	68,960

ESTs assembly	
Good quality ESTs available on public databases	6,170
Assembled ESTs	4,991
Singletons	416
Repeats	7
Outliers	215
Too short (<20 nt)	3

Global assembly of 454 reads and ESTs	
Total isotigs (≥ 300 bp)	11,720
Isotigs (≥ 1 Kb)	3,577
Mean isotig lenght (bp)	890
Total singletons (≥ 300 bp)	20,497
Consensus sequences (isotigs and singletons)	32,217

Trimmed reads: sequences processed for assembling; Assembled reads/ESTs: sequences assembled by using Newbler 2.5.1; Singletons: putative transcripts identified by one read/EST; Repeats: reads that multiple map in several contig; Outliers: problematic reads such as chimeric sequences; Too short (<20 nt): sequence shorter than 20 nt; Isotigs: putative transcripts identified by at least two reads; Consensus sequences: non-redundant sequences (singletons + isotigs).

### Design of *E. superba* microarray platform

One probe for each consensus sequence was designed to construct the high-density oligo DNA microarray. Probe design was carried out using the Agilent eArray interface in order to produce 60 mer oligo-probes. Microarrays were synthesized *in situ* using the Agilent ink-jet technology with 8 x 60K format. Each array included default positive and negative controls. 

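The array carried 62976 spots, of which 61657 were not controls. The column of gene names in the array files named 11591 of the 32217 probes for isotigs of the assembly, 3 probes for the krill cryptochrome gene Escry and 5 for EsClock, a homologue of the clock gene Clock, and held no description for any probe. Where a probe was printed on 2 spots, the median SD between the spots of one array was 0.36 on the log2 scale (16858 probes). The median SD between the 4 heads of one time point was 0.69 on the same scale (17936 probes), which holds labelling, hybridisation and slide as well as the animal.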

Microarray custom platform, named “Krill 1.1” (eArray Design ID: 034463), showed 29,440 duplicate probes and 2,777 single probes (GEO Accession N.: GPL16269).

### Gene expression data analysis

Gene expression profiling was performed using the “Krill 1.1” custom platform (Agilent) on specimens fished at different times during a 24-hour cycle (local times: 01∶00, 06∶00, 10∶00, 15∶00, and 18∶00) on a summer day/night in the Ross Sea region of Antartica (Figure 1) [21]. 

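Gene expression was measured in the heads of 20 adult Antarctic krill, 4 at each of 5 local times (from 01:00 through 06:00, 10:00 and 15:00 to 18:00), with 1 head hybridised to 1 one-colour array. Figure 1 lists a single fishing depth for each time, so a difference between time points is also a difference between catches, and the error given here is the spread between 4 animals caught together. The share of spots well above background, which limits how faint a transcript could be measured, ranged from 35.9% to 41.1% at 06:00 (median 39%, n = 4). It ranged from 20.6% to 44.2% at 01:00 (median 27.8%), from 22.1% to 36.7% at 10:00 (median 26.7%), from 16.2% to 39.1% at 15:00 (median 35.7%) and from 23.0% to 38.0% at 18:00 (median 30.3%). The first principal component of the arrays held 31.9% of the variance and followed this share over the 20 arrays (Pearson r = 0.825, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = 0.795, permutation p = 7e-05). Without the 2 arrays farthest from the median share r was 0.827, within the slides of 7 and 8 arrays it was 0.853 and 0.833, and within the slide of 5 arrays, fewer than the 6 taken here as the least for a correlation, it was 0.563. The arrays lay on 3 slides, each with its own scan. Slide 1 held 2 arrays of 01:00, 3 of 06:00 and 2 of 15:00, slide 2 held 1 of 06:00, 1 of 10:00, 1 of 15:00 and 2 of 18:00, and slide 3 held 2 of 01:00, 3 of 10:00, 1 of 15:00 and 2 of 18:00.

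**Figure D1:**
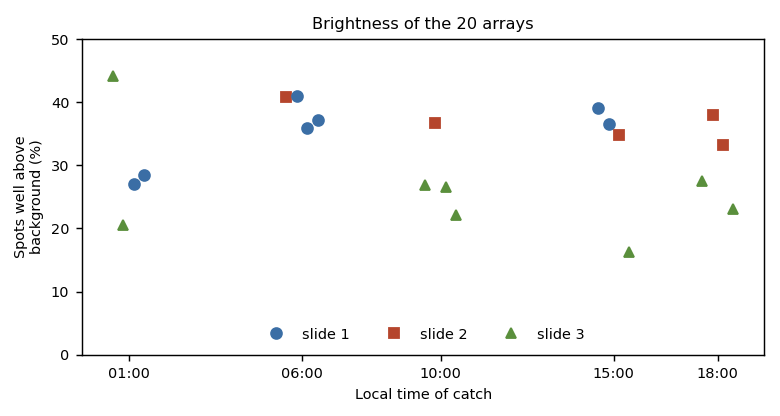
Share of non-control spots well above background (%) on each of the 20 arrays against the local time of catch, with 1 point per head and the slide as the symbol. The 4 arrays of 06:00 lie between 35.9% and 41.1%, while those of the other times reach down to 16.2%.

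The authors deposited the scanner intensities of every spot, background-subtracted by Agilent Feature Extraction, and a table of their own normalized values. From the intensities, the non-control spots were quantile normalized, as in the paper's methods, and put on the log2 scale. Spots not found or marked as outliers by the scanner software were set to missing. The spots of a probe were then averaged on the log2 scale, whereas the paper's methods average them before log2. Probes missing on over 35% of the arrays were left out, and 17936 probes with at least 2 values at each time point were tested with limma, which shares 1 estimate of the spread over the 20 arrays. Of the single changes to the processing tried here, array weights moved the count of varying probes most (197 against 0), followed by the filter on the coefficient of variation (11).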

Total RNA was extracted from the head, including the brain and the compound eyes. In agreement with findings indicating that 9% to 30% of the transcriptome is clock-controlled in organisms such as cyanobacteria, *Arabidopsis*, *Drosophila* and mammals, a one-way ANOVA (Adjusted p-value ≤ 0.05, False Discovery Rate (FDR) ≤ 0.05) [32] identified 1,308 transcripts (8% of the probes) showing significantly different expression across the five different time points [33].

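Of the 36 transcripts that Tables S1 and S2 pair with a probe, 27 of the category Transport and 9 that the study chose for PCR, 26 had their highest mean at 06:00, 5 at 10:00, 3 at 18:00, 1 at 15:00 and 1 at 01:00. The difference between their highest and lowest time point ranged from 0.68 to 3.33 on the log2 scale. None of the 36 varied over the 5 time points at an adjusted p of at most 0.05 from limma's moderated F-test over all probes (adjusted p from 0.507 to 0.70), and 19 had an unadjusted p under 0.05. Adjusted over the list alone, 4 varied, which is not independent evidence, since the study chose these transcripts on the same arrays. The 26 transcripts highest at 06:00 were also higher at 06:00 within slide 1, which held 3 of the 4 arrays of that time. That is not independent evidence, since the 26 were picked for their high mean on these same arrays. With slide as a block, none of the 36 varied either (smallest adjusted p = 0.676 from limma).
Over the whole array, 0 of 17936 probes varied at an adjusted p of at most 0.05 from limma (smallest adjusted p = 0.21). At an unadjusted p under 0.05 limma gave 1308 probes, with 897 expected by chance, and the methods' one-way test gave 1257 probes before and 0 after adjustment. The limma count equals the paper's number but is not its list, as only 19 of the 36 transcripts of Tables S1 and S2 were in it. Of the 1308 probes, 531 (40.6%) had their highest mean at 06:00 and 422 (32.3%) at 10:00, against 149 at 18:00, 114 at 01:00 and 92 at 15:00. At 06:00 against the mean of the other times, 1478 probes were higher and 1100 lower at an unadjusted p under 0.05 and 0 passed after adjustment by limma (smallest adjusted p = 0.199). Scaling each array to its 75th percentile instead gave 1368 higher and 2123 lower. Weighting the arrays by their quality called 197 varying probes and 1143 at 06:00, leaving out probes with a coefficient of variation over 0.5 called 11 and 12, and without replicate 1 of 01:00 136 probes were called at 06:00.

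**Figure D2:**
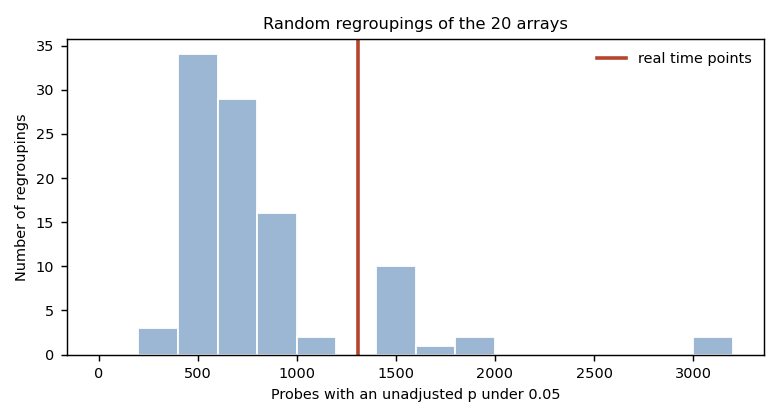
Number of probes with an unadjusted p under 0.05 from limma's F-test (horizontal axis) in random regroupings of the 20 arrays into 5 groups of 4, as a histogram of the number of regroupings, with the real time points as a line. The real grouping gave 1308 probes and other regroupings up to 3145.

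From the transcripts that passed its one-way test over the 5 time points, the paper concludes that part of the krill transcriptome differs in expression through the day, as reported for other organisms with clock-controlled transcripts.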

**Figure 1:**
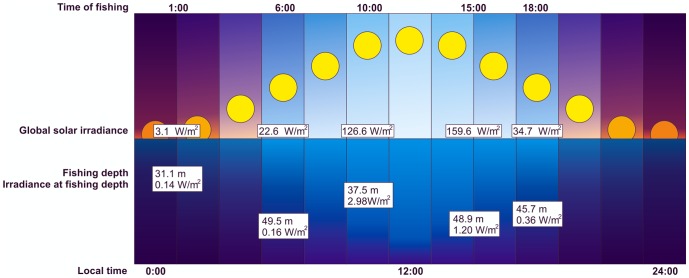
Environmental parameters of the Antarctic krill samples. Antarctic krill (adult specimens) were collected in the Ross Sea (longitude: 167°28′81′′ E – 179°54′68′′ W, latitude 68°40′54′′ S – 77°01′′81′′ S) in January 2004 during the XIX Italian Antarctic Expedition. The global solar irradiance was measured by a pyranometer (CM11, Kipp & Zonen; Delft, Netherlands) installed aboard the RV “Italica”. Time of fishing (local times: 01∶00, 06∶00, 10∶00, 15∶00, and 18∶00), global solar irradiance (W/m^2^), fishing depth (m), irradiance at fishing depth (W/m^2^) and local time (h) are reported. A blue color-coded scale provides a rough picture of the underwater irradiance at the fishing depth throughout the 24-hour cycle (actual values are also reported).

In order to specifically select genes also exhibiting a periodic oscillation, a time-domain approach was adopted using the CircWaveBatch V3.3 software (courtesy of Dr. Roelof Hut, http://www.euclock.org/). The main limit of our analysis was connected to the low number of time points (five) caused by the inaccessibility of extreme latitudes where it has been difficult to obtain more samples as usually required in circadian experiments. Despite the experimental and statistical limitations [34], [35] CircWaveBatch identified 609 (p<0.05) out of the 1,308 differentially expressed genes showing sinusoidal expression patterns (Figure S2A). 

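Arrestin 1, which quenches activated rhodopsin, and the chaperone heat shock cognate 70 followed a curve with a 12-hour period most closely among the transcripts of Table S2, and Peroxiredoxin 6 one with a 24-hour period. Over the 36 transcripts of Tables S1 and S2, 2 fitted a 24-hour and 7 a 12-hour curve at an unadjusted p under 0.05, counted per period. CircWaveBatch was replaced by a harmonic regression in limma with a cosine and a sine term, fitted at 24 h and at 12 h over the 20 arrays. No probe varied at the adjusted threshold, so 0 probes entered that selection. Of the 1308 probes that varied at an unadjusted p under 0.05, 704 fitted a 24-hour or 12-hour curve at the paper's unadjusted threshold. These 1308 are not the paper's list, although the number is the same, since only 19 of the 36 transcripts of Tables S1 and S2 were among them. Over all 17936 probes, 681 fitted a 24-hour and 930 a 12-hour curve at an unadjusted p under 0.05, and 0 of either kind passed after adjustment by limma (smallest adjusted p = 0.727 and 0.623). The array weights gave 182 sinusoidal probes among those varying at the adjusted threshold. With 5 time points, the 2 curves together pass through all 5 means, and other assignments of the 5 catches to the clock times gave a median sinusoidal share of 79.1%, against 53.8% in the real order.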

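Escry, the krill cryptochrome, a blue-light receptor and clock protein, was measured by 3 probes from its 5' end, central part and 3' end. The probe of the 5' end was well above background on all 20 arrays, and its log2 signal was 7.23 ± 0.43 (SD, n = 4 heads) at 01:00, 7.32 ± 0.37 at 06:00, 7.41 ± 0.45 at 10:00, 6.98 ± 0.62 at 15:00 and 7.15 ± 0.25 at 18:00. Its highest and lowest time points differed by 0.43 on the log2 scale, or 1.35-fold (permutation p = 0.704 over the 5 time points). The probe of the central part differed by 0.16 between its highest and lowest time points (permutation p = 0.992 over the 5 time points) and was well above background on 15 arrays. The probe of the 3' end was lowest at 01:00 (5.65 ± 0.43, SD, n = 4) and highest at 06:00 (6.26 ± 0.68, SD, n = 4), a difference of 0.61 (permutation p = 0.402 over the 5 time points). None of the 3 probes varied in limma's F-test (adjusted p from 0.799 to 0.999, and 0 at an unadjusted p under 0.05), nor did any of them follow a 24-hour or 12-hour curve at an unadjusted p under 0.05. For each of the 3 probes the difference between its highest and lowest time points was below its largest SD between heads of one time point. The Escry row of Table S1 that the paper cites is not in the part held here, so which probe the paper used is not known.

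**Figure D3:**
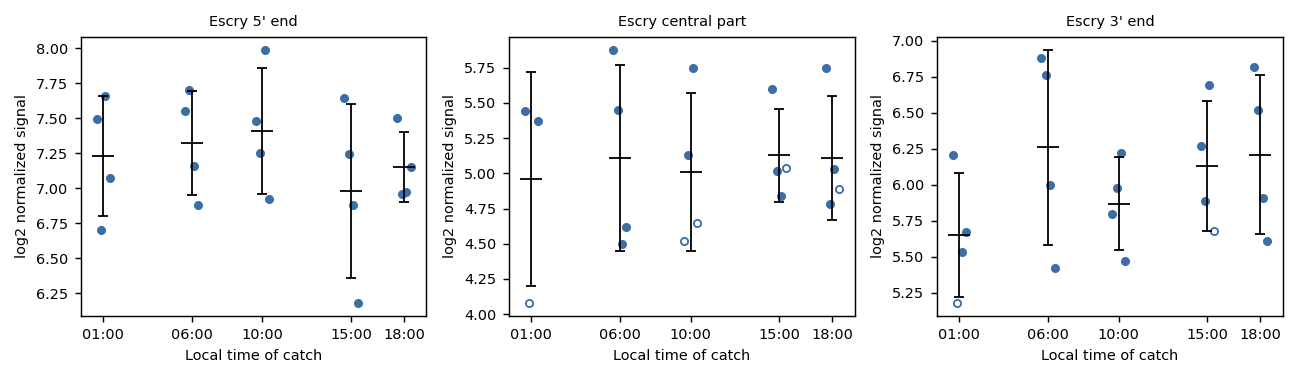
Log2 normalized signal of the 3 Escry probes in each head against the local time of catch, with the mean and SD of 4 heads (3 for the central part at 01:00) as bars and open circles for arrays on which the probe was not well above background. The 5' end probe stays between means of 6.98 and 7.41.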

Interestingly, we were able to confirm previous findings concerning daily fluctuations in abundance for *Escry* mRNA in the head (see Table S1), both in natural conditions [21] and in laboratory light-dark (LD) and constant dark (DD) regimes [14]. 

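Among the probes with an unadjusted p under 0.05 in both tests, 302 fitted a 24-hour curve better and 402 a 12-hour curve. The fitted peak of the 24-hour curve lay from 01:00 to 06:00 in 82 of the 302 probes, 27.2% (Wilson 95% interval 22.4 to 32.4, counting error only). Probes are not independent of each other, so the interval is too narrow. The share moved from 14.1% without replicate 1 of 01:00 to 43.9% without replicate 2 of 01:00. Within Tables S1 and S2, the 24-hour curves belonged to Peroxiredoxin 6, with a fitted peak at 2.76 h, and to an ABC transporter G family member 23, a membrane transporter highest at 10:00 (fitted peak 11.8 h). The transporter was well above background on only 2 arrays.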

About 40% (238 out of 609) of periodically regulated genes showed only one peak of expression during the 24-hour cycle with a significant enrichment (47.8%) in the early day (01∶00 to 06∶00), while approximately 60% (371 out of 609) showed oscillatory patterns with a periodicity of approximately 12 hours, as recently reported for four key enzymes (citrate synthase, trypsin, aldo-keto reductase and β-N-acetylglucosamine) involved in carbohydrate metabolism [14]. 

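Of the 402 probes that fitted a 12-hour curve better, 122 (30.3%) had a fitted peak within 1 h of 10:00, and therefore of 22:00 (Wilson 95% interval 26.1 to 35.0, counting error only). With slide as a block the share was 47.7%, and without replicate 1 of 01:00 it was 16.1%. A solute carrier family 35 member F5, a nucleotide sugar transporter family member, had a 12-hour curve with fitted peaks at 10.1 and 22.05 h. Its log2 signal was 5.19 ± 0.43 (SD, n = 4) at 10:00 and 3.86 ± 0.42 (SD, n = 4) at 06:00. Over the 5 time points its permutation p was 0.0335 and its adjusted p from limma's F-test 0.672. Its probe was well above background on 15 arrays. Some other transcripts of Tables S1 and S2 with a 12-hour curve, such as heat shock cognate 70, peaked at other hours. No head was caught between 18:00 and 01:00, so a peak near 22:00 follows from the curve and was not measured.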

The majority (56.5%) of the transcripts characterized by a 12 hour periodicity showed two high expression peaks at 10∶00±1 h and consequently at 22∶00±1 h, after the morning and evening light transitions represented, respectively, by the increase (10∶00, 2.98 W/m^2^) and the decrease (06∶00, 0.36 W/m^2^) of light irradiance at the fishing depth (Figure 1). These rhythms can be interpreted as bimodal patterns of a circadian output as already reported for *E. superba* [14].

Thirty-seven percent of the differentially expressed genes (490 out of 1,308) were successfully annotated while the remaining 63% transcripts (818 out of 1,308) showed no or poor similarity with publicly available sequences. A functional characterization of annotated transcripts was performed by DAVID (Table S1). As previously observed in fruit flies, mammals, and zebrafish, several biological processes influenced by daily environmental changes (transcription, translation, proteolysis, transport, energy and metabolic process, signal transduction, redox regulation, and stress response) are significantly represented (Figure S2B) [36]-[39]. More than 60% of the cycling transcripts, identified by CircWaveBatch and involved in transcription, proteolysis and cell growth, showed a bimodal expression with a 12-hour periodicity, while transcripts involved in protein synthesis were mainly characterized by a 24-hour one (Figure S2C).

### Peptide synthesis and processing

This is the most represented functional category with 47 differentially expressed annotated transcripts (Figure S2B), 32 of which showing a peak expression at 06∶00 h. This category also includes genes characterized by a sinusoidal expression pattern as in the case of those encoding ribosomal proteins (*60S ribosomal protein L34; ribosomal protein L3*), tRNA processing enzymes (*tRNA* (*guanine-N*(*7*)*-*)*-methyltransferase, tRNA 2-thiocytidine biosynthesis protein TtcA, glutamyl-prolyl-tRNA synthetase,* and *threonylcarbamoyladenosine tRNA methylthiotransferase CDKAL1*), and translation initiation factors (*eukaryotic translation initiation factor 3 subunit G, translation initiation factor eIF-2B subunit delta and translation initiation factor IF-3*). A diurnal oscillation in transcripts involved in protein synthesis rate was also paralleled by a concomitant up-regulation of those coding chaperones that accelerate and assist the correct folding process of nascent proteins (peptidyl-prolyl cis-trans isomerase 1, peptidyl-prolyl cis-trans isomerase FKBP14). A diurnal sinusoidal expression for genes encoding heat-shock protein 90 (hsp90) and hsp70 [40] was also observed. 

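Heat shock protein 90-1 and heat shock cognate 70, ATP-dependent chaperones that fold client proteins, were both highest at 06:00. The log2 signal of heat shock cognate 70 was 11.17 ± 0.64 (SD, n = 4 heads) at 06:00, 9.49 ± 1.21 at 01:00, 9.65 ± 0.88 at 10:00, 9.72 ± 0.30 at 15:00 and 10.30 ± 0.49 at 18:00. At 06:00 it was 2.60-fold the mean of the other times (log2 difference 1.38, standard error 0.42, adjusted p = 0.222 from limma). Heat shock protein 90-1 had 8.26 ± 0.75 at 06:00 (SD, n = 4), 7.00 ± 0.98 at 18:00, 7.04 ± 0.72 at 15:00, 6.65 ± 1.27 at 01:00 and 6.18 ± 0.60 at 10:00, a difference at 06:00 of 1.54 on the log2 scale (standard error 0.48, adjusted p = 0.233 from limma). Over the 5 time points, the permutation p was 0.0445 for heat shock cognate 70 and 0.0526 for heat shock protein 90-1. A 12-hour curve fitted both at an unadjusted p under 0.05 (0.0173 and 0.0453), with peaks at 6.31 and 18.31 h and at 5.15 and 17.15 h. Neither fitted a 24-hour curve (unadjusted p = 0.624 and 0.664). The 60-mer of heat shock protein 90-1 was carried by 5 other probes and that of heat shock cognate 70 by 1, so transcripts that share it were measured together. Weighting the arrays by quality called both at 06:00 (adjusted p = 0.0164 and 0.0386 from limma), while with the brightness of the arrays as a covariate the differences were 0.79 and 0.95 (adjusted p = 0.804 and 0.818).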

Not only protein synthesis but also protein degradation must be strictly regulated to maintain a diurnal oscillation of protein expression. Indeed previous studies demonstrated that proteolysis plays a key role in circadian clock entrainment [41] and in the regulation of critical clock-regulated pathways such as hormone signalling and light signal transduction [42]. One of the most relevant clock-controlled proteolytic pathways is represented by the specific ubiquitination of target proteins and their degradation in the proteasome. 

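Table S2 pairs 2 transcripts of this pathway with probes, and both were highest at 06:00. The 26S proteasome non-ATPase regulatory subunit 3, part of the regulatory particle of the proteasome, had a log2 signal of 8.55 ± 0.66 (SD, n = 4 heads) at 06:00, against 6.88 ± 0.99 at 01:00, 6.30 ± 0.59 at 10:00, 6.90 ± 1.15 at 15:00 and 7.06 ± 1.00 at 18:00. The signal at 06:00 was 3.41-fold the mean of the other times (log2 difference 1.77, standard error 0.48, adjusted p = 0.199 from limma). Over the 5 time points its permutation p was 0.0374 and its adjusted p from limma's F-test 0.662. A ubiquitin-conjugating enzyme E2, which passes ubiquitin to its targets, had 11.28 ± 0.48 (SD, n = 4) at 06:00 and between 9.64 ± 1.34 at 01:00 and 10.23 ± 0.69 at 18:00 at the other times. Its difference at 06:00 was 1.43 on the log2 scale, or 2.69-fold (standard error 0.49, adjusted p = 0.253 from limma), with a permutation p of 0.112 over the 5 time points. Weighting the arrays by quality called both at 06:00 (adjusted p = 0.0128 and 0.0343 from limma), while with the brightness of the arrays as a covariate the differences were 1.07 and 0.70 (adjusted p = 0.748 and 0.842). The other members of the pathway have no probe paired with their name in the sources used here and were not analysed here.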

Transcripts for members of the ubiquitin conjugation cascade (*ubiquitin, two ubiquitin-conjugating enzyme E2, ubiquitin-protein ligase E3, ubiquitin conjugation factor E4*, and a *F-box containing protein*) as well as for 8 different structural and regulatory components of proteasome (*26S proteasome non-ATPase regulatory subunit 3, proteasome alpha 4 subunit, proteasome subunit beta type-5, proteasome zeta subunit, proteasome 25 kDa subunit, 26S proteasome non-ATPase regulatory subunit 5, proteasome subunit alpha type-2*, and *proteasome subunit beta type-2*) were differentially expressed in our dataset. 

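The ubiquitin-conjugating enzyme E2 of Table S2 had an unadjusted p of 0.0679 for a 12-hour curve, with fitted peaks at 6.13 and 18.13 h, and of 0.579 for a 24-hour curve. The 26S proteasome non-ATPase regulatory subunit 3 had 0.0719 and 0.349. Neither fit passed the unadjusted threshold of 0.05. The paper names 2 transcripts of this enzyme, and Table S2 does not say which of them its probe stands for.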

Only those encoding ubiquitin, an ubiquitin-conjugating enzyme E2, and the proteasome 25 kDa subunit, showed a significant sinusoidal expression pattern after CircWaveBatch analysis.

### Transcription

This functional category (10.1%, Figure S2B) includes several oscillating transcripts encoding spliceosomal complex components (two different *serine/arginine-rich splicing factor 6*, and *U2 small nuclear ribonucleoprotein A*) involved in mRNA processing, some negative regulators of transcription (*transcriptional repressor NF-X1, transcriptional repressor rcnR*, and *transcriptional repressor p66-beta*), and epigenetic effectors. We identified two circadianly regulated chromatin- remodelling enzymes including peregrin, a component of the MOZ/MORF histone acetyltransferases complexes, and chromatin-remodeling complex ATPase chain isw-1, suggesting that there is an epigenetic modulation of circadian rhythmicity, as has been observed in other organisms [43]. Interestingly, as to be expected for genes involved in regulating a wide spectrum of physiological processes, the expression of genes belonging to this category is not confined to a specific temporal interval but is dispersed throughout the 24-hour cycle.

### Energetic and metabolic processes

Forty-one differentially expressed genes were identified in this functional category and 30 of these had a peak of expression at 6∶00. These transcripts encode proteins involved in glycolysis and oxidative metabolism such as 6-phosphofructokinase catalyzing the rate-limiting step in glycolysis, nine components of ATP synthase and mitochondrial complexes involved in electron transport chain, and citrate synthase involved in the first step of the citric acid cycle. 

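Citrate synthase, which joins acetyl-CoA to oxaloacetate, was well above background on all 20 arrays. Its log2 signal was 10.82 ± 0.35 (SD, n = 4 heads) at 06:00, 9.97 ± 0.46 at 01:00, 9.95 ± 0.43 at 10:00, 9.90 ± 0.60 at 15:00 and 10.13 ± 0.55 at 18:00. The mean at 06:00 was 1.78-fold that of the other times (log2 difference 0.84, standard error 0.28, adjusted p = 0.251 from limma). The difference over the 5 time points had a permutation p of 0.0934 and an adjusted p of 0.69 from limma's F-test. Among the transcripts of Table S2 it had the smallest range, 0.92 on the log2 scale. Within slide 1, the 3 heads of 06:00 were 0.54 above the heads of 01:00 and 15:00, and with the brightness of the arrays as a covariate the difference at 06:00 was 0.43 (adjusted p = 0.835 from limma). The phosphofructokinase and the ATP synthase and electron transport components have no probe paired with their name in the sources used here and were not analysed here.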

We observed a similar trend in expression with regard to the transcript encoding glicogenin, which acts as a primer for the polymeralization of glucose into glycogen. We detected an over-expression of the transcript for ATP citrate lyase and Acetyl-CoA carboxilase at 10∶00 h, probably related to the activation of the fatty acid and cholesterol biosynthetic pathways. Finally, genes involved in glycogen breakdown, gluconeogenesis, and fatty acid β-oxidation showed a peak of expression from late afternoon throughout the night. Among these we found glycogen debranching enzyme genes, which promote glycogen conversion to glucose, fructose 1,6-bisphosphatase, which catalyzes one of the last steps of gluconeogenesis, and acyl-CoA dehydrogenases, which catalyze the initial step of fatty acid β-oxidation in the mitochondria. Although a large majority of these genes did not show a significant sinusoidal oscillation when analyzed by CircWaveBatch, it is interesting to note that they showed peak expressions at specific times of the day, suggesting that they might play a relevant role in the temporal orchestration of metabolic processes (Figure 2). Transcripts for three key enzymes in fatty acid metabolism, (*ATP citrate lyase, Acetyl-CoA carboxylase* and *Acetyl-CoA Acetyl transferase*) showed, moreover, a significant sinusoidal oscillation.

**Figure 2:**
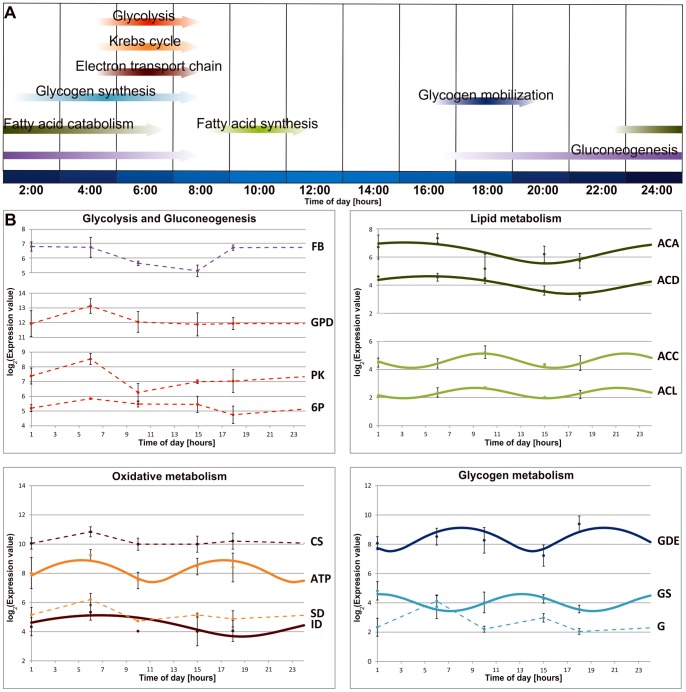
Oscillatory patterns of differentially expressed genes involved in energetic and metabolic processes. **A)** Schematic representation of the daily distribution of metabolic processes resulting from the transcriptional signature of several differentially expressed genes throughout the 24-hour cycle. The different metabolic processes are indicated by gradiently colored arrows showing the time of the day corresponding to the higher expression levels of gene groups. The lengths of the arrows and darker colors indicate, respectively, intervals and peaks of expression. Local times are indicated at the bottom of the figure where an indicative representation of light intensity is also shown. The breakdown of energy-yielding nutrients (glycolysis, the Krebs cycle and the electron transport chain) and energy storage pathways (glycogen synthesis and fatty acid synthesis) are specifically activated in the early morning, while glycogen mobilization, gluconeogenesis and fatty acids catabolism are used as a stored energy source in the evening and throughout the night. **B)** Gene expression profiles of transcripts involved in energetic and metabolic processes are represented. The color of each gene corresponds to the metabolic process in which it is involved. Dashed lines indicate differentially expressed genes identified by a one-way ANOVA test, while solid lines represent differentially expressed genes characterized by a sinusoidal expression patterns detected by CircWaveBatch analysis. Microarray expression values are represented as log_2_ mean ± standard deviation. Genes are represented with the following abbreviations: *fructose 1,6-bisphosphatase* (**FB**), *glyceraldehyde-3-phosphate dehydrogenase* (**GPD**), *pyruvate kinase* (**PK**), *6-phosphofructokinase* (**6P**), *citrate synthase* (**CS**), *ATP synthase b* (**ATP**), *succinate dehydrogenase type C* (**SD**), *isocitrate dehydrogenase [NAD] subunit beta mitochondrial* (**ID**), *Acetyl-CoA acetyltransferase* (**ACA**), *short-chain specific acyl-CoA dehydrogenase* (**ACD**), *Acetyl-CoA carboxylase* (**ACC**), *ATP citrate lyase subunit beta* (**ACL**), *glycogen debranching enzyme-like* (**GDE**), *glycogen synthase* (**GS**), and *Glycogenin-1* (**G**).

Finally 29 out of 40 of these transcripts were involved in the glucose oxidative pathway, the major energy source in neurons. Our results are consistent with previous observations concerning murine suprachiasmatic nuclei (SCN) indicating that the circadian neuronal activity is related to oxidative metabolism rates [38]. A link between the endogenous circadian timing system and energetic catabolism has recently been desccribed in the Antarctic krill [14]. A circadian regulation of key metabolic processes has been implicated in anticipating environmental changes and interpreted as an adaptive energy management strategy [44], [45].

### Redox regulation

This functional category includes 12 genes. *Ferritin 1, Ferritin light chain*, and *heme binding protein 2* were characterized by a significant bimodal oscillation, with peaks at around 05∶00 and 17∶00. These results suggest that, just as has been recently reported in *Drosophila melanogaster,* iron metabolism could be modulated by a circadian clock in krill [46]. We also identified two krill cDNA sequences of *peroxiredoxin* characterized by identical coding sequences and different 5′ and 3′ Untranslated Regions (UTRs). These two peroxiredoxin transcripts are differentially expressed with a maximum at 06∶00 and a 24-hour periodicity. 

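Peroxiredoxin 6, a thiol peroxidase that removes hydrogen peroxide, was highest in the catch of 06:00. Its log2 signal was 8.27 ± 0.37 (SD, n = 4 heads) at 06:00, 7.34 ± 0.37 at 01:00, 6.96 ± 0.56 at 15:00, 6.70 ± 0.54 at 18:00 and 6.21 ± 0.44 at 10:00. The signal at 06:00 was 2.76-fold the mean of the other times (log2 difference 1.47, standard error 0.27, adjusted p = 0.199 from limma), and it was 4.16-fold that of 10:00. Within slide 1 the difference was 0.87, and with slide as a block 1.30 (standard error 0.32, adjusted p = 0.295 from limma). Over the 5 time points the permutation p was 0.00027 and limma's adjusted p 0.507. A 24-hour curve fitted at an unadjusted p of 0.0298 with a peak at 2.76 h, and a 12-hour curve did not (unadjusted p = 0.12). The probe was well above background on 19 arrays, no other probe shared its 60-mer, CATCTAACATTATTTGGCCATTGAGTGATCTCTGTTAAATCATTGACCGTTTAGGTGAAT, and Table S2 pairs only this probe with the name. Its variation passed limma's adjusted threshold when probes with a coefficient of variation over 0.5 were left out (adjusted p = 0.0286) and with array weights (adjusted p = 0.0204). That filter acts on the same spread that the test uses. With array weights, 10 of 100 groupings of the arrays, the real one included and the others random, gave at least as many varying probes, so chance was not excluded. With the brightness of the arrays as a covariate, the difference at 06:00 had an adjusted p of 0.744 from limma.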

The amino acid sequence of krill peroxiredoxin showed more than a 75% similarity with peroxiredoxins previously found in other crustaceans such as the *Scylla paramamosain* and *Eriocheir sinensis* crabs.

A 70 amino acids domain containing the conserved catalytic site sequence of the *E. superba* peroxiredoxin is shown in Figure 3. Peroxiredoxins are thought to represent an ancestral timekeeping system, which developed approximately 2.5 billion years ago as a mechanism involved in reactive oxygen species (ROS) detoxification [47].

**Figure 3:**
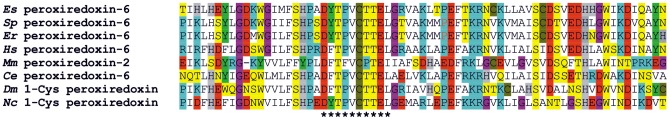
Multiple sequence alignment of the putative *E. superba* peroxiredoxin active site. Multiple sequence alignment of a protein region spanning 70 amino acids, including the peroxiredoxin active site (indicated by asterisks), had a high conservation level. Sequences are colored according to the residue type, and the alignment gap is indicated by dash (–). Hs: *Homo sapiens*, CAH59743; Mm: *Mus musculus*, AAA69475; Ce: *Caenorhabditis elegans*, NP_741287; Dm: *Drosophila melanogaster*, AAG47823; Nc: *Neurospora crassa*, XP_959621; Sp: *Scylla paramamosain*, ACJ53746; Er: *Eriocheir sinensis*, ACF35639.

### Transport and signal transduction

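Vesicle trafficking was examined in the part of Table S1 held here, which is 27 of its 336 rows, all of the category Transport. A list of name patterns (ADP-ribosylation factor, coatomer, Sar1, Rab, Sec23, Sec61, trafficking protein and others) matched 10 rows. All 10 had their highest mean at 06:00, by 0.38 to 1.85 on the log2 scale above the mean of the other times. All 10 were also higher at 06:00 within slide 1. That is not independent evidence, since slide 1 held 3 of the 4 arrays of 06:00. The patterns were set before the values here were computed, but after the values of Table S1, from the same arrays, had been seen. That all 10 were highest at 06:00 is therefore not a blind test. Transport protein Sec23A, a component of the COPII coat, had a log2 signal of 9.11 ± 0.52 (SD, n = 4 heads) at 06:00 and 7.54 ± 0.66 (SD, n = 4) at 10:00. Its difference at 06:00 was 1.25 (standard error 0.35, adjusted p = 0.199 from limma). Coatomer subunit alpha, of the COPI coat, differed by 1.40 (standard error 0.42, adjusted p = 0.227) and Rab gdp-dissociation inhibitor, which recycles Rab proteins, by 1.41 (standard error 0.42, adjusted p = 0.211). With the brightness of the arrays as a covariate these 2 differences were 0.72 and 0.76. The trafficking protein particle complex 5 had the largest difference of the 10, 1.85 (0.91 after normexp), with the largest standard error, 0.69.
None of the 10 varied in limma's F-test over all probes (adjusted p from 0.659 to 0.70), while 4 had an unadjusted p under 0.05. Some rows with related functions that the patterns do not match went another way: golgi phosphoprotein 3-like A was highest at 15:00 (log2 mean 4.97, against 4.41 at 06:00), and the guanine nucleotide exchange factor was highest at 10:00 and lowest at 06:00, while the Arf gtpase-activating protein and surfeit 4 cargo protein were highest at 06:00. Adjusted over the list alone, 0 varied and 9 were higher at 06:00, which is not independent evidence because the study chose these transcripts on the same arrays. Among probes well above background on all 20 arrays, Sec23A passed limma's adjusted threshold at 06:00 (adjusted p = 0.0488), but not with slide as a block (log2 difference 1.32, adjusted p = 0.0725) or with the brightness of the arrays as a covariate (0.69, adjusted p = 0.227). Array weights called some of the 10 at 06:00 and not others. Sec23A, coatomer subunit alpha and Rab gdp-dissociation inhibitor were among those called (adjusted p = 0.0124, 0.0205 and 0.0223 from limma). Random regroupings of the arrays with such weights did not exclude chance. Outside these 10 rows, the calcium-activated potassium channel slo-1 was lowest at 06:00, by -1.02 on the log2 scale (standard error 0.28, adjusted p = 0.199 from limma).

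**Figure D4:**
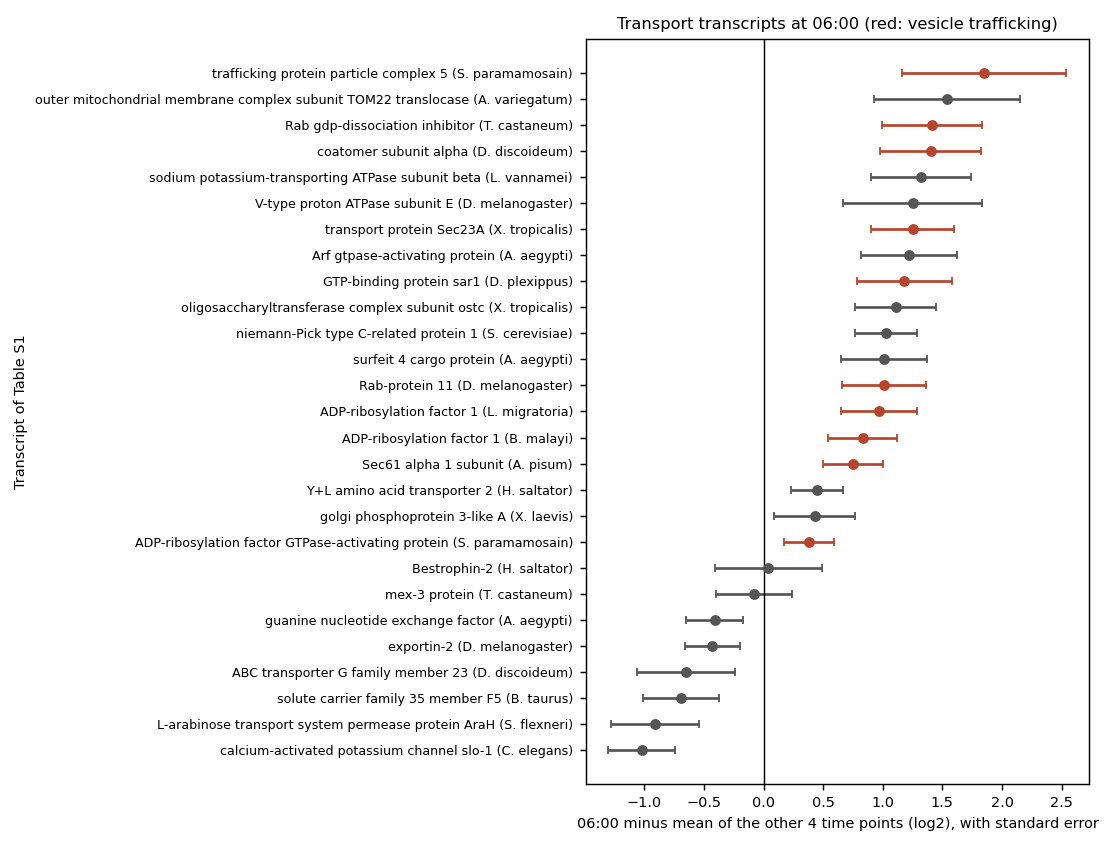
Log2 signal at 06:00 minus the mean of the other 4 time points (horizontal axis), with its standard error, for the 27 transcripts of Table S1 held here, vesicle trafficking in red. The values run from -1.02 for slo-1 to 1.85 for the trafficking protein particle complex 5.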

Sixty-nine out of 336 genes are grouped into these two functional categories and are involved in vesicle trafficking, an essential mechanism in neuropeptide and neurotrasmitter processing and release. The gene encoding for the AP-1 complex subunit sigma-2 involved in protein sorting in trans-Golgi network showed a bimodal sinusoidal oscillation with peaks at 06∶00 and 18∶00. The gene for synaptoporin, an intrinsic membrane protein present in small synaptic vesicles, showed a sinusoidal expression pattern with a peak expression at 04∶00. Several oscillatory transcripts involved in the metabolism of glutamate, one of the major neurotransmitters, which is involved in photic entrainment in mammals, were also identified [48]. The transcript for the sodium dependent glutamate/aspartate transporter 2 (GLT1-like) is, for example, characterized by a 24-hour periodicity and its product plays a major role in the clearance of excitatory amino acid neurotransmitters in mammals [49]. We also found that genes for glutamine synthetase and glutamate dehydrogenase had, respectively, an expression peak at 24∶00 and 06∶00. The gene for GMP synthase/glutamine amidotransferase, a member of the amidohydrolase family, showed a sinusoidal expression pattern and a 12-hours periodicity. The encoded enzyme is also important for *de novo* synthesis of guanine nucleotides, involved (as cGMP) in visual phototransduction in invertebrates [50] as well as in photic entrainment in mammals [51]. The gene for the pigment dispersing factor (PDF) receptor is differentially expressed with a peak at 06∶00. PDF is a neuropeptide controlling circadian behavioral rhythms in Drosophila and in most artropods in which it is linked to an autocrine feedback signaling in clock neurons [52].

We selected from our dataset four differentially expressed genes linked to the visual system. Two transcripts were identified as encoding BcRh2 opsin like, a light-sensitive receptor involved in the visual transduction cascade in arthropods. These transcripts are full-length coding sequences. In view of the opsin structure, they showed a 92% similarity in their deduced amino acid sequences including, among others, the putative G-protein binding regions (QAKKMNV and DRY respectively at positions 261–267 and 157–159) and the lysine (K330) that is the site of attachment for the Shiff's base linkage to the retinal chromophore (Figure 4A). These novel *E. superba* opsins show specific amino acids (i.e. Y13 and S147) located in the third transmembrane domain that are typical of the long/middle wavelength-sensitive opsin [53]. These observations are supported by a phylogenetic analysis (Figure 4B) leading us to conclude that the novel krill opsins are more similar to Rh1 type opsin than to Rh2, as originally annotated. We decided consequently to re-name our opsins *EsRh1a* and *EsRh1b*. These genes show a peak expression at 06∶00. 

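Opsin EsRh1a, the light-sensing protein of the photoreceptors, was highest at 06:00, with a log2 signal of 8.83 ± 0.96 (SD, n = 4 heads). It was 7.37 ± 0.61 at 15:00, 7.28 ± 0.47 at 10:00, 7.01 ± 1.48 at 01:00 and 6.89 ± 0.12 at 18:00 (SD, n = 4 at each). The signal at 06:00 was 3.22-fold the mean of the other times (log2 difference 1.69, standard error 0.46, adjusted p = 0.199 from limma). Over the 5 time points the permutation p was 0.0406 and limma's adjusted p 0.669. Within slide 1 the 3 heads of 06:00 were 1.73 above those of 01:00 and 15:00, and with slide as a block the difference was 1.80 (standard error 0.56, adjusted p = 0.295 from limma). Among the 4298 probes well above background on all 20 arrays it passed limma's adjusted threshold at 06:00 (adjusted p = 0.0468), but among these probes it did not with slide as a block (log2 difference 1.80, adjusted p = 0.0761) or with the brightness of the arrays as a covariate (1.04, adjusted p = 0.227). Over all probes it passed without replicate 1 of 01:00 (adjusted p = 0.0366). The 60-mer, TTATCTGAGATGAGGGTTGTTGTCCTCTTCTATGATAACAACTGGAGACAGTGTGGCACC, was carried by 2 other probes. EsRh1b has no probe paired with its name in the sources used here and was not analysed here.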

A diurnal opsin rhythm is considered a critical step in the pigment renewal process and its accumulation at light onset has already been described in the mouse [54], the rat [55], and the honey bee [56]. We also identified two sequences with a putative similarity to arrestin1 of *D. melanogaster and L. polyphemus*. These sequences showed a low level of homology and two different sinusoidal bimodal expression profiles with peaks, respectively, at 06∶00 and 15∶00 and 10∶00 and 18∶00. 

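Arrestin 1 of Table S2 was highest at 10:00, with a log2 signal of 7.20 ± 0.49 (SD, n = 3 heads with a value), followed by 5.67 ± 1.03 (SD, n = 4) at 18:00 and 5.49 ± 0.84 (SD, n = 4) at 06:00. It was 4.04 ± 0.97 (SD, n = 4) at 01:00 and lowest at 15:00, 3.87 ± 0.82 (SD, n = 4). The range of 3.33 on the log2 scale, or 10.1-fold, depended on the processing, with 1.33 after normexp and up to 3.85 under the other alternatives. The variation over the 5 time points had a permutation p of 0.00149 and an adjusted p of 0.53 from limma's F-test, so it did not pass over all probes. A 12-hour curve fitted at an unadjusted p of 3.48e-05, with peaks at 8.79 and 20.79 h, and a 24-hour curve had an unadjusted p of 0.101. At 15:00 the probe was well above background in 3 of 4 heads and at 01:00 in 2 of 4, so part of the low values lay close to the background. At 10:00, replicate 1 had no value and was not well above background. The highest mean, the range and the fitted curves leave this head out. The 60-mer, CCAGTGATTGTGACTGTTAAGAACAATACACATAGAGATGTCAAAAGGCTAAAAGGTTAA, was carried by no other probe.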

Diurnal fluctuations in *arrestin* mRNA levels have been already reported in different species, including two arthropods, the horseshoe crab [57] and the honey bee [56].

**Figure 4:**
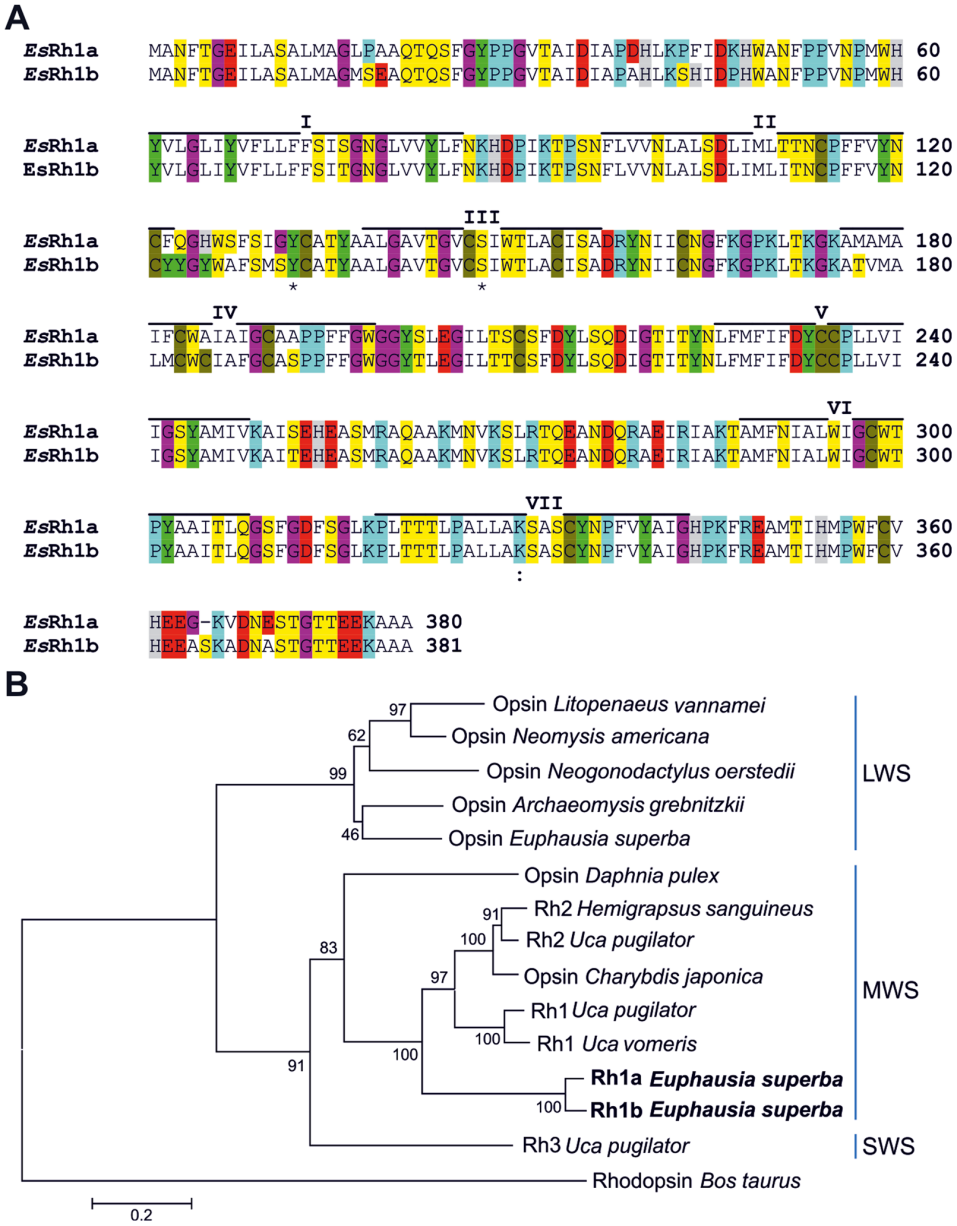
Phylogenetic relationships of ***E.superba*** **opsins.** **A)** **** Alignment of the amino acid sequences of *E.superba* Rh1a and Rh1b opsins obtained by ClustalW. Seven transmembrane domains were predicted using TMPred (http://www.ch.embnet.org/software/TMPRED_form.html), indicated by lines above the sequence and labelled with Roman numerals. Asterisks (*) indicate amino acids functionally related to the long/middle wavelength-sensitive opsins, a colon (:) indicates the attachment site for the retinal Shiff's base linkage to the retinal chromophore. Sequences are colored according to the residue type. An alignment gap is indicated by a dash (–). **B)** Phylogenetic relationships of the EsRh1 (Rh1a and Rh1b) and opsin orthologs were obtained by neighbor-joining analysis. Bootstrap confidence values are based on 1,000 replicates. Scale bars indicate amino acid substitutions per site. LWS, long-wavelength sensitive; MWS, middle-wavelength sensitive; SWS, short-wavelength sensitive. Accession numbers: *Litopenaeus vannamei*: ABH00987; *Neomysis Americana*: ABI48886; *Neogonodactylus oerstedii*: ACU00212; *Archaeomysis grebnitzkii*: ABI48867; *Euphausia superba* LWS: ABI48874; *Daphnia pulex*: EFX76309; *Uca pugilator* Rh2: ADQ01810; *Hemigrapsus sanguineus*: Q25158; *Charybdis japonica*: AEL33282; *Uca vomeris*: ACT31580; *Uca pugilator* Rh1: ADQ01809; *Uca pugilator* Rh3: E5G6F2; *Bos taurus*: NP001014890.

### Quantitative RT-PCR validation

Quantitative RT-PCR analysis was performed to quantify and validate the expression levels of some of the differentially expressed genes identified by microarray experiments. We selected nine genes (*26S proteasome non-ATPase regulatory subunit 3, arrestin 1, citrate synthase, heat shock cognate 70, heat shock protein 90-1, opsin EsRh1a, Peroxiredoxin 6, Phosphatidylinositide phosphatase SAC1, ubiquitin-conjugating enzyme E2*) characterized by expression peaks distributed throughout the 24-hour cycle. 

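On the arrays, 8 of these 9 transcripts had their highest mean at 06:00, and arrestin 1 at 10:00. Phosphatidylinositide phosphatase SAC1, which removes phosphate from membrane inositol lipids, was well above background on 11 of 20 arrays. Its log2 signal was 5.53 ± 0.44 (SD, n = 4 heads) at 06:00, 4.82 ± 0.58 at 15:00, 4.65 ± 0.88 at 01:00, 4.35 ± 0.40 at 10:00 and 4.16 ± 0.48 at 18:00, a difference at 06:00 of 1.03 (standard error 0.33, adjusted p = 0.24 from limma), which was 0.27 after normexp and 1.40 with slide as a block. None of the 9 varied at an adjusted p of at most 0.05 from limma's F-test over all probes (adjusted p from 0.507 to 0.69), and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 7 varied and 8 were higher at 06:00. The study chose the 9 on these arrays, so these counts are not independent evidence. All 9 were higher at 06:00 than at 01:00 and 15:00 within slide 1. Slide 1 held 3 of the 4 arrays of 06:00, so this is not independent evidence either. The spread between heads differed between transcripts, with SDs from 0.12 for opsin EsRh1a at 18:00 to 1.48 for the same transcript at 01:00.

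**Figure D5:**
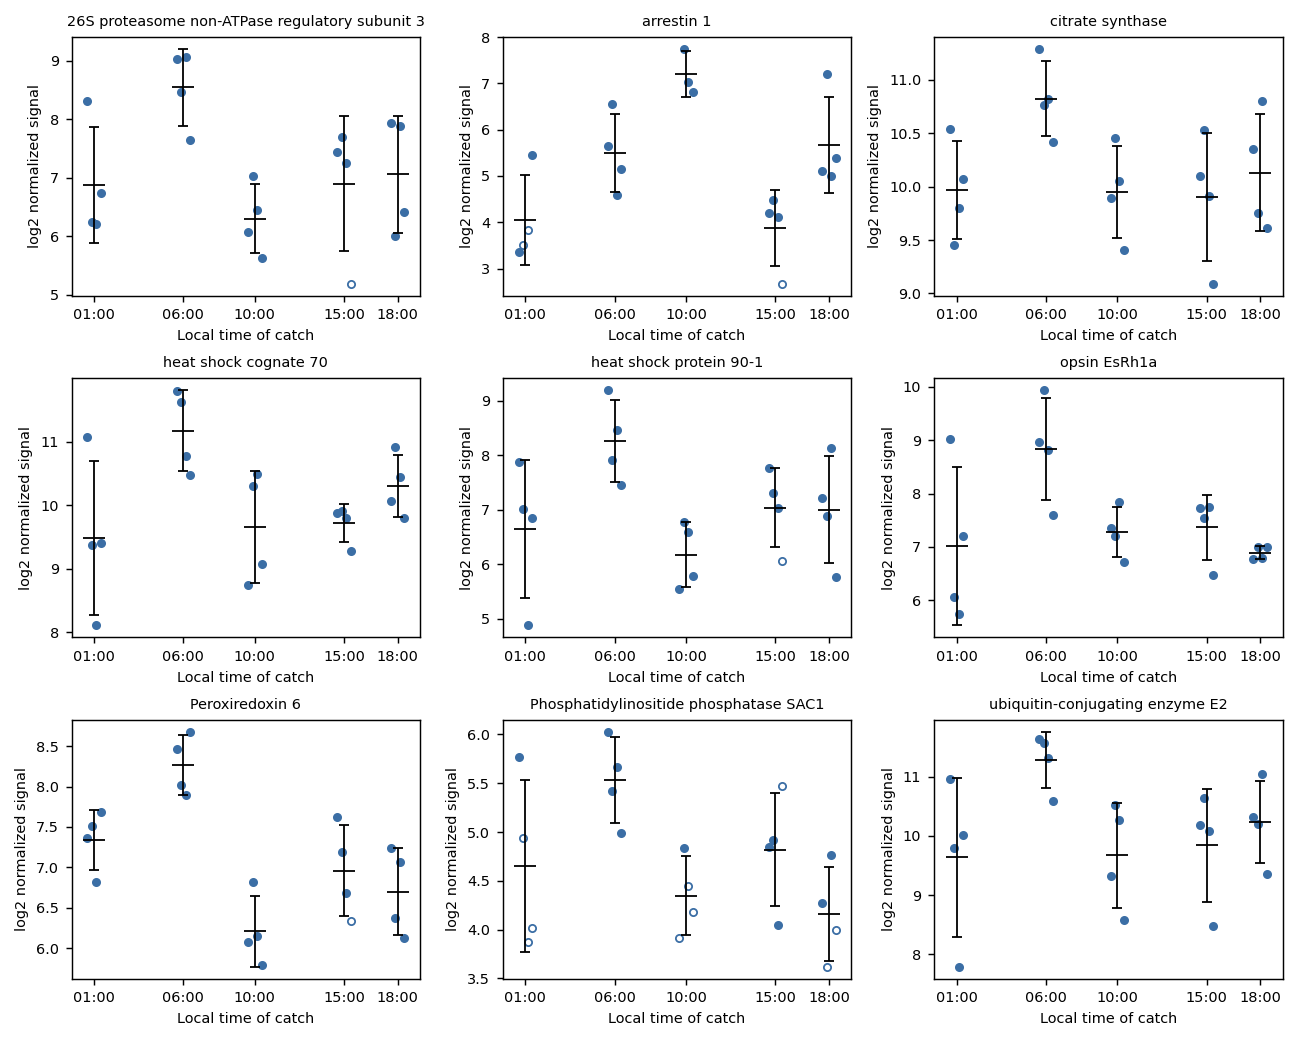
Log2 normalized signal of the 9 transcripts of Table S2 in each head against the local time of catch, with the mean and SD of 4 heads (3 for arrestin 1 at 10:00) as bars and open circles for arrays on which the probe was not well above background. The mean at 06:00 is the highest in 8 panels and that at 10:00 in the panel of arrestin 1.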

The housekeeping gene *18S rRNA* was used as an endogenous control. Despite the high level of inter-individual variability, the expression values obtained with qRT-PCR for the nine transcripts paralleled those obtained by microarray analysis (Figure S3).

## Conclusions

Massive sequencing of a normalized cDNA library has permitted us to increase the discovery of new transcripts of krill by about 10% with respect to what was available in databases of transcriptomes of this species. Bearing in mind the unduly large size (estimated to be 48 Gb) [58] of this species' genome sequence, this is an important accomplishment since it is not yet and probably will not be available in the near future. Using all available sequences, we created the first krill oligonucleotide microarray platform, which currently represents the most complete genomic tool to investigate its genomic expression. The first diurnal transcriptome characterization of krill was obtained in natural conditions on a summer day in the Antarctica. About 1,300 genes were found to be differentially expressed across the time points analysed and many of these showed a cyclic sinusoidal expression. Interestingly, genes belonging to a number of specific functional categories showed peak expressions limited to distinct temporal intervals, confining specific biological processes to particular times of the day. This chronological progression of biochemical and physiological events throughout the 24-hour cycle most likely reflects the workings of an endogenous circadian clock that controls krill metabolism. An internal timing mechanism that synchronises physiology and behaviour is important for the survival of an organism exposed to such dramatic seasonal changes and harsh environmental conditions. In the summer, a season characterized by favourable environmental conditions in terms of food availability and light intensity, the Antarctic krill has an active metabolism, allowing it to grow and to undergo the physiological modifications, such as body lipid accumulation, necessary to face unfavourable wintertime conditions characterized by low food supply. This work provides new insight concerning the *E. superba* circadian regulation in natural conditions and paves the way for a deeper understanding of its adaptive survival strategy to a harsh habitat and to fluctuations connected to global climate changes.

## Materials and Methods

### Ethics Statement

All animal work has been conducted according to relevant national and international guidelines. Krill fishings were conducted in accordance with the Convention for the Conservation of Antarctic Marine Living Resources (CCAMLR, 1980). Animals were collected during the XIX Italian Antarctic Expedition (2003–2004) and fishing permissions were obtained by the Italian Scientific Commission for Antartica (CSA) and Consortium of Programma Nazionale di Ricerche in Antartide (PNRA, Project N. 2003/1.3 “Molecular neurogenetics of circadian rhythmicity in *Euphausia superba*”).

### Specimen collection and total RNA isolation

Antarctic krill (*Euphausia superba*) were collected in the Ross Sea (longitude: 167°28′81′′ E – 179°54′68′′ W, latitude 68°40′54′′ S – 77°01′′81′′ S) in January 2004 during the XIX Italian Antarctic Expedition with procedures described in Mazzotta *et al*. (2010) [21]. Adult specimens were fished at different times throughout the 24-hour cycle (local times: 01∶00, 06∶00, 10∶00, 15∶00, and 18∶00) and stored at −40°C in RNA stabilization solution (RNA-later, Life Technologies). For each fishing, four specimens were dissected, and total RNA was extracted from the head (including the brain and the compound eyes), abdomen, and thoracopods, as described in De Pittà *et al*. (2008). All RNA samples were checked for quality by capillary electrophoresis (RNA 6000 Nano LabChip, Agilent Bioanalyzer 2100, Agilent Technologies). Equal amounts of total RNA (1 μg) derived from each tissue extracted and for each time point considered were pooled and the resulting total RNA pool was used to construct a normalized library.

### Normalized cDNA library construction and sequencing

We developed a new approach, specifically designed in the event of small amounts of starting material, by combining two different protocols: the “Whole Transcriptome Amplification (WTA)” [59], providing an accurate, rapid, uniform method of amplifying total RNA and “Duplex-Specific Nuclease (DSN) normalization” [60], [61] used to equilibrate the final representation of abundant and rare transcripts (Figure S4). Whole Transcriptome Amplification (WTA) was performed using the TransPlex WTA kit (Sigma-Aldrich) and following the manufacturer's protocol characterized by two steps; 1) library synthesis and 2) library amplification. 1) cDNA synthesis was performed using 150 ng of total RNA with non-self-complementary primers composed of a quasi-random 3′-end and a universal 5′-end. Overlapping 250–500 base fragments, flanked by a universal end sequence were randomly generated. 2) Universal-primer was used as forward and reverse primer to amplify cDNAs. The PCR reaction mixture was incubated for 16 cycles for 15 sec at 95°C (denaturation) and 5 min at 65°C (annealing and elongation). The PCR reaction was stopped after 16 cycles (exponential phase) in order to maintain differences in transcript expression. Excess of primers and nucleotides was removed using the GenElute PCR Clean-Up Kit (Sigma-Aldrich). The Trimmer-Direct cDNA normalization kit (Evrogen) was used to normalize the cDNA library. 1.5 μg of amplified cDNA was denatured at 95°C for 2 minutes and subsequently renaturated at 68°C for 5 hours. This procedure was carried out to equilibrate transcript expression levels of different abundance. The dsDNAs obtained after the renaturation process are, in fact, enriched in abundant transcripts, while less represented transcripts remain as single strand DNA. The dsDNAs were specifically degraded by the Red King crab nuclease (1 μl in a reaction volume of 20 μl for 25 minutes at 68°C). Afterwards the normalized ssDNA was amplified by a new 16 cycles PCR reaction using the same WTA universal primer. Normalized dsDNA was then diluted 1∶3, purified with the GenElute PCR Clean-Up Kit and the quantity/quality was respectively checked by fluorometric assay (Qubit, Life Technologies) and capillary electrophoresis (DNA 1000 LabChip, Agilent Technologies). The cDNA samples (300 ng), clonally amplified and bead-immobilized, were sequenced by the 454 GS FLX Titanium sequencer at BMR Genomics (Padova, Italy, www.bmr-genomics.it), using one lane of 70x75 picotiter plates, as described in the GS FLX Titanium Sequencing Method Manual (Roche). Bases were called with 454 software by processing the pyroluminescence intensity for each bead-containing well in each nucleotide incorporation. Raw data are accessible on the National Center for Biotechnology Information Short Read Archive (SRA Accession Number: SRS376031).

### 454 Assembly and Analysis

A total of 96,803 reads were produced from the normalized cDNA library and the adapter sequences were trimmed using the Univec database obtaining 80,675 good quality reads. In particular, good quality 454 reads generated by our group and all the available sequences of krill (ESTs and the 454 reads produced by Clark and colleagues [24]) were assembled into isotigs by using Newbler 2.5.1. Singletons were re-mapped on isotigs reducing the overlap to 20 bp in order to decrease the number of singletons (unique sequences), as described in Figure 1A.

### DNA microarray design

The global assembly of the 454 reads generated by our group and all the sequences available from public databases provided a total of 11,720 consensus sequences (isotigs) and 20,497 singletons longer than 300 bp. One probe for each consensus sequence was designed to construct a high-density oligo DNA microarray. Probes were designed using the Agilent eArray Custom Microarray Design Service (https://earray.chem.agilent.com/earray/index.jsp), which applies proprietary prediction algorithms to design 60 mer oligo-probes. Microarrays were synthesized *in situ* using the Agilent ink-jet technology with 8 x 60 K format. A total of 32,217 probes representing *E. superba* transcripts were successfully obtained. A custom microarray platform, named “Krill 1.1” (eArray Design ID: 034463), showed 29,440 duplicate probes and 2,777 single probes. Each array included default positive (1,011 probes) and negative (308 probes) controls. A correct match between each probe and its consensus sequence was verified using Blast-N. Only 1,623 out of 32,217 probes (5%) showed two or more hits with different consensus sequences and thus subject to cross-hybridization (false positives). These probes were excluded from the gene expression analysis that was carried out later. 

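In the array files, 4170 of the 32217 probes shared their 60-mer with at least 1 other probe, which left 29472 distinct sequences. The authors' list of cross-hybridising probes was not used here, since the sources used here do not name its members. In Table S2, the probes of heat shock protein 90-1, opsin EsRh1a, citrate synthase and heat shock cognate 70 shared a sequence with another probe. In the part of Table S1 held here, those of oligosaccharyltransferase complex subunit ostc, Rab-protein 11, V-type proton ATPase subunit E and ABC transporter G family member 23 did.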

Probe sequences and other details on the microarray platform can be found in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number: GPL16269.

### Microarray labeling and hybridization

Gene expression profiling was carried out on krill specimens caught at different time points across the 24-hour cycle (local times: 1∶00, 6∶00, 10∶00, 15∶00, and 18∶00) using the Krill 1.1 custom platform (Agilent). RNA was obtained from the head of a single specimen at each time point. Four biological replicates were analyzed for a total of 20 microarray experiments. 800 ng of total RNA was labeled with “Agilent One-Color Microarray-Based Gene Expression protocol” according to the manufacturer's instructions. The synthesized cDNA was transcribed into cRNA and labeled with Cy3-dCTP. Labeled cRNA was purified with RNeasy Mini columns (Qiagen, Valecia, CA). The quality of each cRNA sample was verified by total yield and specificity calculated with NanoDrop ND-1000 spectrophotometer measurements (Nanodrop, Wilmington, DE). 1.65 μg of labeled cRNA was used in each reaction and hybridization was carried out at 65°C for 17 hours in a hybridization oven rotator (Agilent Technologies, Palo Alto, CA). The arrays were washed using Agilent Gene expression washing buffers and Stabilization and Drying Solution, as suggested by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA) and Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. Gene expression data are available in the GEO database with the accession number: GSE42292.

### Statistical analysis of gene expression data

Inter-array normalization of expression levels was performed with quantile [62] to correct possible experimental distortions. A normalization function was applied to the expression data of all the experiments and the values for within-arrays replicate spots were then averaged. Feature Extraction Software, which provided spot quality measures, was used to evaluate the quality and reliability of the hybridization. In particular, the flag “glsFound” (set to 1 if the spot had an intensity value significantly different from the local background and to 0 when otherwise) was used to filter out unreliable probes: the flag equal to 0 was to be noted as “not available (NA).” Probes with a high proportion of NA values were removed from the dataset in order to carry out a more solid and unbiased statistical analyses. 

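Setting spots that were not found to missing and leaving out probes missing on over 35% of the 20 arrays kept 19331 of 32217 probes here. The share of spots found ranged from 44.9% to 67.1% over the 20 arrays. The probes of EsClock stayed in although they were well above background on 4 to 19 of the 20 arrays.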

Thirty-five percent of NA was used as the threshold in the filtering process, and a total of 27,335 krill transcripts were obtained. Principal Component Analysis (PCA), cluster analysis, and profile similarity searches were performed with MultiExperiment Viewer version 4.8.1 (tMev) of the TM4 Microarray Software Suite [63]. Differentially expressed genes were identified using a one-way ANOVA test and the Adjusted p-value was ≤ 0.05 (FDR ≤ 0.05). 

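The methods' one-way test was also run on the authors' deposited values, with Benjamini-Hochberg adjustment over the probes of that table. On the deposited values as given, 1314 probes (8.01%) had an unadjusted p under 0.05 and 7 an adjusted p of at most 0.05. After log2, the counts were 1296 and 2. The 36 transcripts of Tables S1 and S2 all had an unadjusted p under 0.05 on the values as given (largest 0.0494) and 18 of them had one after log2. The smallest adjusted p among the 36 was 0.12 on the values as given.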

The normalized expression values of the four biological replicates collected at each time point were log2 transformed and mediated. Values with a coefficient of variation (defined as the ratio of the standard deviation to the mean) > 0.5 were discarded.

CircWaveBatch 3.3 (by courtesy of Dr. Roelof Hut, http://www.euclock.org/) was used to identify genes showing a sinusoidal differential expression during the 24-hour cycle. This statistical algorithm tests each expression profile against a harmonic curve by varying the phase and period length. A F-test was used to measure the goodness-of-fit and the transcript was considered rhythmic when the harmonic regression was statistically significant (p<0.05). Because of the relatively small number of time points assessed here, we decided to set values for the period length parameter as only 12 and 24 hours [64].

### Annotation and functional enrichment of differentially expressed genes

As described in Figure 1B, an automatic bioinformatic tool was developed to annotate isotigs and singletons generated by Newbler 2.5.1. Each consensus, converted into a FASTA format, was searched locally against a nucleotide database, downloaded from NCBI and UniProtUK database, using, respectively, Blast-X and Blast-N. The first 10 High Scoring Pairs (HSPs) from each blast were automatically examined and matches with expectation values greater than e^−6^ for protein (Blast-X) and e^−50^ for nucleotide (Blast-N) were discarded as they were considered poorly informative. The algorithm, moreover, gave priority to the Blast-N hits and discarded alignments characterized by less than 30% of coverage. With regard to the five best hits, the software selected the description related to the organism with the closest taxonomic distance with respect to *E. superba*. The annotation of differentially expressed isotigs and singletons obtained from microarray experiments was also examined manually. GO analysis of differentially expressed genes was performed using the DAVID tool [65].

### Opsin phylogenetic analysis

*E. superba* opsin cDNA sequences were converted into amino acid sequences using the translate tool by ExPASy Proteomics (http://www.expasy.org/tools/dna.html) and then aligned with other crustacean opsin sequences obtained from GenBank using ClustalW2 [66]. A phylogenetic tree was generated using a neighbor-joining algorithm with Dayhoff correction (MEGA 4.0; [67]). The bootstrap test (1,000 replicates) was performed. A pairwise deletion algorithm was also used to eliminate any alignment gaps present in the sequence. The tree was rooted using the *Bos taurus* rhodopsin as outgroup.

### Validation of relative gene expression by quantitative RT-PCR

Quantitative RT-PCR was used to validate the expression values of nine differentially expressed genes obtained from microarray experiments. 1 μg of total RNA from the head of single specimens was used to perform independent cDNA syntheses in a final volume of 10 μl, using random hexamers and SuperScript II reverse transcriptase (Life Technologies). Three biological replicates were analyzed. One μl aliquot of 1∶100 diluted first-strand cDNA was PCR amplified in 10 μl volume using the SYBR Green chemistry according to the manufacturer's recommendations (GoTaq qPCR Master Mix, Promega). Gene-specific primers (Table S2) were designed using the Primer3 desgn tool [68] to obtain 60–80 bp amplicons. To avoid the amplification of contaminant genomic DNA, total RNA samples were treated with DNase I (Qiagen, Gaithersburg, MD, USA). A dissociation curve was used to confirm the specificity of the amplicon. We verified the efficiency of the primers by drawing standard curves for target genes and endogenous control (*18S rRNA*). PCR reactions were performed in triplicate in a 7500 Real-Time PCR System (Applied Biosystems). Thermal cycling conditions were as follows: 2 min denaturation at 95°C followed by 38 cycles for 25 sec denaturation at 95°C, 1 min annealing and elongation at 60°C, and a final 3 min elongation at 72°C. The 2^−ΔΔCt^ (RQ, relative quantification) method implemented in the 7500 Real Time PCR System software was used to calculate the relative expression ratio [69]. This method defines the change in expression of a nucleic acid sequence (target) in test samples (krill collected at 01∶00, 06∶00, 10∶00, 15∶00, and 18∶00 h) relative to the same sequence in a calibrator sample considered the fishing time when the target gene is expressed at its lowest levels. 95% confidence intervals are associated to each time point. Pearson's correlation was calculated to estimate the association between not mediated microarray data and qRT-PCR results.

## Supporting Information

Figure S1 Flow chart of the assembly and automated annotation of 454 reads. **A)** **Assembly of 454 reads.** Raw reads: chromatograms produced by 454 Titanium sequencing; Trimmed reads: reads processed for assembling; Singletons: putative transcripts identified by one read; Singletons > 200 nt: putative transcripts identified by one read > 200 nucleotide length; Isotigs: putative transcripts identified by at least two reads; Consensus sequences: non-redundant sequences (singletons + isotigs). **B) Automated annotation process.** Each consensus sequence, converted to the FASTA format, was searched locally against a nucleotide database downloaded from the NCBI and UniProtUK databases using, respectively, Blast-X and Blast-N. See Material and Methods for more details.
(TIF)

Figure S2 Functional analysis of differentially expressed transcripts. **A)** A weighted Venn diagram showing the relative portion in the differentially expressed genes of those with sinusoidal expression patterns (CircWaveBatch analysis). **B)** The differentially expressed annotated genes (336 consensus sequences) were classified into 12 different functional categories. The diagram shows the proportion of each functional category. **C)** The 159 annotated transcripts showing sinusoidal oscillatory patterns were grouped into 12 functional categories. Transcripts characterized by a 24-hour (75 out of 159) or a 12-hour (84 out of 159) periodicity of expression are shown separately. See Table S1 for more details.
(TIF)

Figure S3 Validation of microarray expression values by qRT-PCR. mRNA expression levels are represented by box-and-whisker plots. Normalized qRT-PCR data are expressed as fold changes (FC) relative to the median expression for each time point. *18S rRNA* was used as an endogenous control. The microarray expression profile of each gene is shown below the qRT-PCR box plot. Pearson's correlation was calculated to estimate the association between the microarray data and qRT-PCR results (p > 0.7 is considered statistically significant).
(TIF)

Figure S4 Schematic representation of a normalized cDNA library construction protocol. A combination of two different protocols – the “whole transcriptome amplification (WTA)” and “Duplex-specific nuclease (DSN) normalization” – was adopted. See Material and Methods for more details.
(TIF)

Table S1 The list of 336 differentially expressed annotated genes grouped into functional categories. 

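The part of the table held here has 27 rows, all of the category Transport, with 5 mean values each. All 135 values equalled the log2 of the mean of the deposited linear values of that time point, within 0.006 on the log2 scale. The time point with the highest mean was the same in the values computed here for all 27 rows. Of these, 18 were highest at 06:00, 4 at 10:00, 3 at 18:00, 1 at 15:00 and 1 at 01:00. The guanine nucleotide exchange factor, which activates small GTPases, had a log2 signal of 10.09 ± 0.51 (SD, n = 4) at 10:00 and 9.31 ± 0.10 (SD, n = 4) at 06:00. Exportin-2, a nuclear export factor, was highest at 18:00 (4.23 ± 0.31, SD, n = 3 heads with a value), and Bestrophin-2, a chloride channel, at 01:00 (6.39 ± 0.48, SD, n = 4). None of the 27 rows varied at an adjusted p of at most 0.05 from limma, and 12 had an unadjusted p under 0.05 (0 adjusted over the list alone).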

Expression levels over a 24-hour cycle are shown. Transcripts identified as cycling by CircWaveBatch V. 3.3 are indicated in bold. Sampling times are indicated. ^a^Annotation  =  description of the gene; ^b^e-value: score of annotation with Blast-N and/or Blast-X; ^c^Probe: ID of probe sequence in “Krill 1.1” Agilent microarray platform.
(PDF)

Table S2 Primers used in quantitative RT-PCR.
(PDF)

# Supplementary material for: The Antarctic Krill Euphausia superba Shows Diurnal Cycles of Transcription under Natural Conditions
**Source:** PLoS One. 2013 Jul 17;8(7):e68652. doi: 10.1371/journal.pone.0068652
**Supplement:** Table S1 — The list of 336 differentially expressed annotated genes grouped into functional categories. Expression levels over a 24-hour cycle are shown. Transcripts identified as cycling by CircWaveBatch V. 3.3 are indicated in bold. Sampling times are indicated. aAnnotation = description of the gene; be-value: score of annotation with Blast-N and/or Blast-X; cProbe: ID of probe sequence in “Krill 1.1” Agilent microarray platform.

Functional category	τ	Annotation ^a	e-value ^b	1:00	6:00	10:00	15:00	18:00	Probe ^c
...<br>Transport	12	**solute carrier family 35 member F5 (<i>B. taurus</i>)**	3.88E-31	5.05	4.38	5.36	4.51	4.57	CUST_20635_PI426442911
		Bestrophin-2 (<i>H. saltator</i>)	2.0E-36	6.51	5.72	6.06	5.24	5.71	CUST_23791_PI426442911
		ADP-ribosylation factor 1 (<i>B. malayi</i>)	5.00E-31	10.10	10.85	10.11	10.12	10.06	CUST_5375_PI426442911
		ADP-ribosylation factor 1 (<i>L. migratoria</i>)	2.37E-84	7.09	7.73	6.79	6.94	6.63	CUST_6342_PI426442911
		ADP-ribosylation factor GTPase-activating protein (<i>S. paramamosain</i>)	5.00E-05	5.98	6.10	5.82	6.04	5.12	CUST_31369_PI426442911
		Arf gtpase-activating protein (<i>A. aegypti</i>)	8.57E-14	5.04	5.92	4.30	5.20	4.57	CUST_9345_PI426442911
		coatomer subunit alpha (<i>D. discoideum</i>)	2.11E-46	8.10	8.96	7.03	7.83	7.51	CUST_7066_PI426442911
		GTP-binding protein sar1 (<i>D. plexippus</i>)	1.00E-34	7.92	8.59	7.12	7.47	7.48	CUST_5415_PI426442911
		niemann-Pick type C-related protein 1 (<i>S. cerevisiae</i>)	2.40E-12	5.46	6.06	4.54	5.29	4.75	CUST_22069_PI426442911
		oligosaccharyltransferase complex subunit ostc (<i>X. tropicalis</i>)	9.13E-59	6.75	7.78	6.86	7.30	6.25	CUST_5604_PI426442911
		outer mitochondrial membrane complex subunit TOM22 translocase (<i>A. variegatum</i>)	1.00E-14	5.80	6.66	4.80	5.38	5.84	CUST_6104_PI426442911
		Rab gdp-dissociation inhibitor (<i>T. castaneum</i>)	0	9.13	10.34	8.94	8.94	9.17	CUST_5709_PI426442911
		Rab-protein 11 (<i>D. melanogaster</i>)	2.00E-106	7.61	8.52	7.48	7.74	7.68	CUST_5378_PI426442911
		Sec61 alpha 1 subunit (<i>A. pisum</i>)	0	9.66	10.30	9.40	9.55	9.71	CUST_5807_PI426442911
		sodium potassium-transporting ATPase subunit beta (<i>L. vannamei</i>)	2.00E-142	7.53	8.49	6.90	7.30	7.50	CUST_2781_PI426442911
		surfeit 4 cargo protein (<i>A. aegypti</i>)	3.00E-118	6.10	6.81	5.55	6.08	5.91	CUST_5869_PI426442911
		trafficking protein particle complex 5 (<i>S. paramamosain</i>)	2.00E-45	5.97	7.20	5.52	5.35	5.52	CUST_9143_PI426442911
		transport protein Sec23A (<i>X. tropicalis</i>)	1.00E-15	8.37	9.17	7.66	8.13	7.78	CUST_20356_PI426442911
		V-type proton ATPase subunit E (<i>D. melanogaster</i>)	2.00E-91	4.99	6.35	4.21	5.26	5.17	CUST_5420_PI426442911
		Y+L amino acid transporter 2 (<i>H. saltator</i>)	6.67E-22	6.24	6.48	5.78	6.30	5.87	CUST_12241_PI426442911
		ABC transporter G family member 23 (<i>D. discoideum</i>)	2.77E-32	2.74	2.68	4.66	3.42	3.62	CUST_15701_PI426442911
		guanine nucleotide exchange factor (<i>A. aegypti</i>)	4.00E-69	9.63	9.30	10.16	9.38	9.97	CUST_9453_PI426442911
		L-arabinose transport system permease protein AraH (<i>S. flexneri</i>)	6.52E-34	2.81	2.51	4.88	3.88	3.22	CUST_23729_PI426442911
		golgi phosphoprotein 3-like A (<i>X. laevis</i>)	3.86E-23	3.89	4.49	3.68	5.08	4.02	CUST_16128_PI426442911
		calcium-activated potassium channel slo-1 (<i>C. elegans</i>)	2.21E-27	6.74	5.89	6.98	6.78	6.99	CUST_13950_PI426442911
		exportin-2 (<i>D. melanogaster</i>)	5.41E-13	3.52	3.34	3.99	3.28	4.34	CUST_25956_PI426442911
		mex-3 protein (<i>T. castaneum</i>)	2.00E-29	5.15	5.16	5.40	5.07	5.86	CUST_13372_PI426442911

# Supplementary material for: The Antarctic Krill Euphausia superba Shows Diurnal Cycles of Transcription under Natural Conditions
**Source:** PLoS One. 2013 Jul 17;8(7):e68652. doi: 10.1371/journal.pone.0068652
**Supplement:** Table S2 — Primers used in quantitative RT-PCR.

Table S2. Primers used in quantitative RT-PCR.

# Isotig/singleton	Description	Forward Primer (5'-3')	Reverse Primer (5'-3')
**isotig06063**	26S proteasome non-ATPase regulatory subunit 3	CCTAGAAAGTGCTGAGGAACG	ATCCTCCTCTGCCATCTCTTT
**FW09YNP01ATTT0**	arrestin 1	TGCAAGGAATAGCTGTAACTGTC	TGGTTTCTTGCTTTCACCTCAGA
**isotig03868**	citrate synthase 2	ACCTCTTGAACGACCAAAGTCT	CCAGCCTTAGCCAGTTTAGC
**isotig01544**	heat shock cognate 70	CCTGGGAGGTGAAGACTTTG	TCCTTCTTGTACTIONACGCTTGAAC
**isotig02214**	heat shock protein 90-1	TGCTGGTGGCTCTTTCACCTA	AGATGCAGGACGATCTTGGT
**isotig02063**	opsin BcRh2	CGAACCGGAACACTTTTCATT	TGGATCCATGCCAAAGAAT
**isotig03346**	Peroxiredoxin 6	CAGATGTTCCCTCAGCATAAAGT	GCTGAGGTGTTGTACGCAAA
**FW09YNP01EWHJ7**	Phosphatidylinositol phosphatase SAC1	TACAGCCGGAACGAGTCTT	CAATGCTTGCTTGTTTAATGGA
**isotig05837**	ubiquitin-conjugating enzyme E2	TCAATAAATGGAAATACTCGTGGA	GCCAATCATGTACCCTTATGAAT

How the deposited data were processed for this re-analysis (not part of the article)

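The heads of 20 adult Antarctic krill, 4 from each of 5 local times (from 01:00 through 06:00, 10:00 and 15:00 to 18:00), were measured on 1 one-colour Agilent array each. The paper's methods state 800 ng of total RNA per labelling. Sample titles and the paper name the time and the replicate of each head, and all 20 samples were mapped. The p-values set the differences between time points against the spread between heads of one catch. That spread also holds labelling, hybridisation and slide.

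The authors scanned the arrays and deposited, for each spot, the intensity after background subtraction by Agilent Feature Extraction, together with marks for spots that were found, well above background, saturated or outliers. The file headers give version 10.7.3.1 of that software. The authors also deposited a table of normalized intensities of 16396 probes, which they made by quantile normalization, averaging of the spots of a probe and a filter on missing values. Its columns hold linear values, and their log2 means equal the values of Table S1. The list of probes that the authors left out for cross-hybridisation was not used here.

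From the deposited intensities, the 61657 non-control spots of the 20 arrays were quantile normalized and put on the log2 scale. Spots not found, and spots marked as outliers, were set to missing. The 2 spots of a probe were averaged. Probes missing on over 35% of the arrays were left out, which kept 19331, and 17936 with at least 2 values at every time point were tested. Setting spots to missing leaves values of faint transcripts on their brighter arrays only, so differences between time points can be understated. They can be overstated where a head of the highest time point is missing, as for arrestin 1 at 10:00. The share of spots well above background, 16.2% to 44.2% per array, and the 4 heads per time point limit the precision.

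Time points were compared in R 4.3.3 with limma 3.58.1, with 1 mean per time point and 1 shared spread over the 20 arrays. limma's moderated F-test asked whether a probe varied over the 5 time points, and a contrast asked whether each time point differed from the mean of the other 4. P-values were adjusted by Benjamini and Hochberg over all probes tested, with a threshold of 0.05. The fit for probes with missing arrays was computed exactly by least squares, and on the 9097 complete probes its p-values differed from those of limma's own functions by at most 8.44e-15. CircWaveBatch was not run. A cosine and a sine term at 24 h and at 12 h were fitted in limma in its place, with the paper's unadjusted threshold of 0.05. For single probes, 100000 permutations of the 20 arrays gave two-sided permutation p-values of the F statistic.

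The scripts were tested on simulated data. With 17936 probes made from the spread of the real ones, 18% of 100 probes changed by 1 log2 unit at 06:00 and 70% of 100 changed by 2 were recovered at an adjusted p of at most 0.05, and 14 of 17536 unchanged probes were called. The F-test recovered 48% of the probes changed by 2. With no change anywhere, 0 probes varied after adjustment and 914 at an unadjusted p under 0.05. The noise was drawn independently for each probe, which leaves out the correlation between probes of the real arrays. The simulated rates and counts may therefore not hold for the real arrays. A 24-hour curve of amplitude 1.5 was found in 97.5% of 200 probes at an unadjusted p under 0.05.

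The named transcripts were fixed by a rule before the data were examined, as were the tests and the first set of alternatives, though the values in the paper's tables had been seen. The rule takes every transcript that the paper names and that its tables or the array files pair with a probe. These were 27 rows of Table S1, 9 transcripts of Table S2, 3 probes of Escry and 5 of EsClock. The remaining parts of the rule, which name annotated probes past the tests, named none, because the array files hold no description for any probe. For the same reason the gene lists of pathways, tissues and cell types could not be matched to probes, and no set test was run on them, with the exception of the vesicle trafficking rows of Table S1, which are described as counts.

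The alternatives were scaling to the 75th percentile or to the median of the probes found on every array, background correction by normexp with an offset of 50 and quantile normalization, the authors' deposited table, 4 other filters, the methods' one-way test, an adjusted p of at most 0.01, the replicate number or the slide as a block, array weights, 4 other forms of the harmonic fit, and leaving out each array in turn. After the data were examined, the brightness of the arrays as a covariate, leaving out probes that share a 60-mer, 3 combinations with the filter on bright probes, and the unadjusted threshold were added.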

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

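The tests of chance on the counts at the adjusted threshold and of the overall signal were set before their results were seen, and the planned tests of slide and clock order had no called probes to work on; the tests on unadjusted counts, on clock order among them, on the time point with the most calls, on bright probes and their 2 directions, on array weights and on brightness were chosen only after the results were seen. The counts of regroupings and of clock orders given below include the real one.

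At 06:00, 147 of the 4298 probes well above background on all 20 arrays differed from the other times at an adjusted p of at most 0.05 from limma, 94 higher and 53 lower, with a median change of 2.30-fold (standard error 0.30 on the log2 scale), and they held 86 distinct 60-mers. The 94 higher probes held 33 distinct 60-mers and the 53 lower ones held 53, so by distinct sequence more were lower than higher. With the filter on bright probes, 2 of 100 regroupings called as many at 06:00 (highest other 217) and 4 of 100 at whichever time point had the most (highest other 722). These counts do not allow for the choice of bright probes among other filters, made after the results were seen, so chance was not excluded. The adjusted p of the 147 calls ran from 0.0443 to 0.0496 from limma, close to the threshold. The slide and scan stay open, because the change within slide 1 was 0.623 of that over all arrays, between the bounds set for the test. It was 0.594 for the higher probes and 0.823 for the lower ones, with standard errors of 0.355 and 0.358. This share was carried by 66 higher probes of neighbouring numbers with 12 distinct 60-mers, and with 1 probe per 60-mer it was 0.737. Within slide 2, with 1 array of 06:00, it was 1.18. In either slide 147 of 147 had the same sign. This tells little, since the probes were picked for this difference and slides 1 and 2 held all arrays of 06:00. With slide as a block the median log2 change was 1.14 (standard error 0.35), 0.945 of that without it. Still 0 probes passed, since the standard error grew and degrees of freedom were lost. The brightness of the arrays also stays open, because the 4 arrays of 06:00 were all bright and the change with the share of bright spots as a covariate was 0.586 of that without it (0.559 for the higher probes and 0.851 for the lower ones, with standard errors of 0.171 and 0.269; 0.762 with 1 probe per 60-mer; median log2 change 0.70, standard error 0.22, 0 probes passed, since the change shrank more than its standard error); that 0 of the 4 arrays of 06:00 lay outside the range of the others in spots found (57.1% to 60.7%) or in the 75th percentile does not exclude it, as a difference within that range was enough for the covariate to take up this much. Time of day stays among the open explanations, untested, since each time point was a single catch.

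After adjustment 0 probes varied with limma and 0 with the methods' one-way test (1308 and 1257 at an unadjusted p under 0.05), 0 were sinusoidal with limma (704), and 0 differed at 06:00 and at each later time. Any regrouping reaches a count of 0, so that 100 of 100 did for each of these and nothing follows about chance, the highest others being 7 varying, 7 sinusoidal, and 19, 36, 102 and 59 in order of time. At 01:00 1 probe passed, as 23 of 100 regroupings gave (highest other 1001), so chance could not be excluded. At an unadjusted p under 0.05, 16 of 100 regroupings gave at least the real 1308 varying probes (highest other 3145), which does not exclude chance, and while 2 of 100 gave at least the 2578 probes at 06:00 there (highest other 2885), 14 of 100 gave as many at whichever time point had the most (highest other 4203), so chance was not excluded for a time point picked as the largest of 5. With array weights estimated anew for each regrouping, 10 of 100 gave at least 197 varying probes (highest other 1367) and 5 of 100 at least 1143 at 06:00 (highest other 2034), or 13 of 100 at the time point with the most (highest other 2090), which does not exclude chance; regroupings that call several times the real count point to a structure of the arrays other than the time points, and the first principal component followed brightness.

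Chance could not be excluded for the sinusoidal probes at an unadjusted p under 0.05, since 21 of 100 regroupings gave at least the real 704 (highest other 2912). Nor did the order of the catches through the day stand out. Among 100 assignments of the 5 catches to the 5 clock times, 95 gave at least as large a sinusoidal share of the varying probes as the real order, which gave 53.8% against a median of 79.1% and a highest of 89.5% for the others. No biological explanation was tested for this.

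Single heads stood apart from the other 3 of their time point in 11 of 214 groups of 4, where chance gives about 1 in 20. In the dimmest array, replicate 4 of 15:00, 5 transcripts had a log2 signal below the others of their time point: opsin EsRh1a with 6.47, GTP-binding protein sar1 with 5.56, the TOM22 translocase with 1.99, trafficking protein particle complex 5 with 2.03 and Y+L amino acid transporter 2 with 5.69. The EsClock start codon part had 5.15 in replicate 4 of 06:00, below the others. High values were 8.48 for sodium potassium-transporting ATPase subunit beta in replicate 3 of 18:00, 10.41 for the guanine nucleotide exchange factor in replicate 4 of 18:00 and 7.44 for slo-1 in replicate 2 of 18:00. Replicate 3 of 15:00 was high with 3.92 for ABC transporter G family member 23 and 4.62 for the permease AraH, both near background.

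The text of the paper and the part of Table S1 held here (27 of 336 transcripts) give no array values for EsClock, for which 4 of 5 probes gave signal on most arrays. Of 20 arrays, the probe of the 5' end was well above background on 11, that of the start codon part on 19, that of the 3' end on 11 and that of the 3' end resembling the Danaus sequence on 14.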

How the results depend on the processing

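The alternatives listed here as added, with the unadjusted counts, were chosen only after the data were seen. The count of 0 probes varying after adjustment held under the alternatives set beforehand except array weights, normexp, the filter on the coefficient of variation and 1 array left out. No value past the threshold in either setting changed sign, while some that were not past it did, such as the differences at 06:00 of Bestrophin-2 (-0.47 to 0.15), arrestin 1 (-0.29 to 0.62) and the 3' end of EsClock (-0.33 to 0.49). Set tests with camera and fry, and an estimated correlation, were not run, since the array files hold no annotation; shares among sinusoidal probes at the adjusted threshold had no probes to be computed on. The cause of the changes below was not tested. What limits the values is the signal over background, with 16.2% to 44.2% of spots well above it.

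With array weights, 197 probes varied, 1143 differed at 06:00, 5 at 01:00, 1 at 10:00 and 3 at 15:00; 182 of the varying were sinusoidal, 40 with 24 h and 142 with 12 h, and 128 were highest at 06:00. At unadjusted p they gave 3960 varying, 4608 at 06:00, 2711 sinusoidal (821 and 1890) and a 10:00 share of 39.7%. The weights ranged from 0.184 for replicate 4 of 15:00 to 2.96 for replicate 2 of 06:00.

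Leaving out probes with a coefficient of variation over 0.5, a filter on the same spread that the test uses, kept 4988 probes: 11 varied and were sinusoidal (7 and 4), 2 of them highest at 06:00, and 12, 4, 2, 1 and 0 differed at 06:00, 10:00, 15:00, 18:00 and 01:00. At unadjusted p, 751 varied, 948 differed at 06:00, 196 had a 24-hour period, and the early-day share was 18.9% and the 10:00 share 39.9%.

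Normexp gave 1 varying probe, sinusoidal with 24 h and highest at 06:00, 9 probes at 06:00, an early-day share of 34.0% and a 10:00 share of 38.4%. Scaling to the 75th percentile gave a 10:00 share of 26.0%, and scaling to the median 12.6% with an early-day share of 38.2%. The deposited table gave 38.4% and 24.7%. The 1 probe at 01:00 became 0 under these, without a filter, at an adjusted p of at most 0.01, with the methods' one-way test, with either block and with both filters on bright probes. The methods' one-way test called 1 probe at 18:00 and gave shares of 22.1% and 35.6%.

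Probes well above background on all 20 arrays gave 147 calls at 06:00. Being 4298, they gave lower unadjusted counts: 573 varying, 1279 at 06:00, 241 sinusoidal (104 and 137), with shares of 16.3% and 22.63%. Those well above background on the 4 arrays of a time point gave 200 with 24 h and shares of 33.0% and 19.6%.

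The harmonic fit on all tested probes gave 1571 sinusoidal probes, 661 and 910, by construction more than among varying ones only, and an early-day share of 21.9%. On the 5 time point means it gave 52, 22 and 30 at unadjusted p, with shares of 13.6% and 40.0%. With adjusted p over the varying probes it gave 1 sinusoidal probe, 0 with 24 h and 1 with 12 h, and a 10:00 share of 0%.

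With slide as a block the 10:00 share was 47.7%. Replicate numbers did not pair the arrays: of 40 same-numbered pairs, 20 had a correlation of their deviations over 0.1 (range -0.347 to 0.475), and 9 of 20 arrays correlated best with their own number. With the replicate block 0 probes varied and 0 differed at 01:00, and the 10:00 share was 37.1%; it changed no other call.

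Of the added alternatives, the share of bright spots as a covariate gave 1093 at 06:00 at unadjusted p and a 10:00 share of 38.5%. With bright probes only, that covariate gave 404 varying, 613 at 06:00, 202 sinusoidal (100 and 102), shares of 17.0% and 18.6%, and the slide block 632, 1497, 222 (97 and 125), 13.4% and 18.4%, each with 0 at 01:00. Without the dimmest 15:00 array, over 5112 probes bright on the other 19, 65 varied (63 sinusoidal, 8 and 55; 50 highest at 06:00), 151 differed at 06:00 and 0 at 01:00; at unadjusted p 1487 differed at 06:00, 102 had a 24-hour period, and the shares were 15.7% and 43.4%.

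Leaving out each array in turn gave 0 to 2 varying probes, 0 to 1 at 01:00, 0 to 136 at 06:00, 0 to 1 at 10:00, 0 to 1 at 15:00, 0 at 18:00, 0 to 1 sinusoidal, 0 to 1 with 24 h, 0 with 12 h and 0 highest at 06:00. At unadjusted p, 822 to 1758 varied, 1191 to 3192 differed at 06:00, 473 to 1134 were sinusoidal, 192 to 525 with 24 h and 229 to 764 with 12 h, and the shares were 14.1% to 43.9% and 16.1% to 38.3%. Without replicate 1 of 01:00, 136 probes were called at 06:00, 1134 were sinusoidal and 764 had 12 h; without its replicate 2, 2 varied, 1 sinusoidal with 24 h, and 1 each differed at 10:00 and 15:00; without its replicate 3, 525 had 24 h. Without replicate 1 of 06:00, 822 varied, 1191 differed at 06:00 and 236 had 12 h; without its replicate 2, 1659 differed at 06:00 and 192 had 24 h. Without replicate 1 of 01:00 the shares were 14.1% and 16.1%, without its replicate 2 the early-day share was 43.9%, without replicate 1 of 06:00 it was 18.0%, and without replicate 4 of 10:00 the 10:00 share was 19.2%. The 1 probe at 01:00 became 0 without replicate 1 or 3 of 01:00, 06:00 or 15:00, replicate 1, 3 or 4 of 10:00, replicate 4 of 15:00, or replicate 1, 2 or 4 of 18:00. Of the varying probes at unadjusted p, 267 (without replicate 1 of 06:00) to 853 (without replicate 1 of 01:00) were highest at 06:00, and 343 without replicate 3 of 06:00. Without replicate 4 of 10:00, 229 had 12 h, without replicate 4 of 15:00, 759, and without replicate 1 or 2 of 10:00, 1 differed at 10:00.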

Differences from the paper's values

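The paper reports 1308 transcripts that vary over the 5 time points at an adjusted p of at most 0.05, and the value here is 0 with limma at that threshold. None of the alternatives set before the data were examined came within 1.5 times of the paper's count, the nearest being 197 with array weights, 11 without probes of a coefficient of variation over 0.5, 2 without replicate 2 of 01:00 and 1 with normexp. At an unadjusted p under 0.05, a threshold chosen after seeing the values, the count was 1308, and that setting drops 17 of the 36 transcripts of Tables S1 and S2. The methods' one-way test on the deposited values as given, also chosen after seeing the values, gave 1314 at an unadjusted p under 0.05, with none of the 36 dropped, and 7 after adjustment.

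The paper reports 609 sinusoidal transcripts among them, 238 with a 24-hour and 371 with a 12-hour period, and the values here are 0, 0 and 0, as no probe entered that step. Array weights gave 182, 40 and 142, the filter on the coefficient of variation 11, 7 and 4, and the harmonic fit on all tested probes 1571, 661 and 910, none within 1.5 times of the paper's. Among the probes with an unadjusted p under 0.05, chosen after seeing the values, they were 704, 302 and 402, each within 1.5 times of the paper's.

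The paper gives 47.8% of the 24-hour transcripts as peaking from 01:00 to 06:00, and the value here, among unadjusted probes only, is 27.2%. It came within 1.5 times of the paper's with scaling to the median of the probes found on every array (38.2%), normexp (34.0%), the deposited table (38.4%), probes well above background on the 4 arrays of a time point (33.0%), and without replicate 2 of 01:00 (43.9%) or replicate 2 of 15:00 (32.4%), and not under the other alternatives set before the data were examined. For the 12-hour transcripts with peaks at 10:00 and 22:00 the paper's share is 56.5% and the value here 30.3%. It came within 1.5 times with slide as a block (47.7%), the fit on the 5 time point means (40.0%), the filter on the coefficient of variation (39.9%), array weights (39.7%), normexp (38.4%) and without replicate 4 of 15:00 (38.3%). It did not under the other alternatives set before the data were examined. Of those added afterwards, the brightness covariate (154 of 400 probes) and the probes bright on the arrays other than the dimmest of 15:00 (200 of 461) also came within 1.5 times.

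For the 27 transcripts of Table S1 held here, the signal at 06:00 minus the mean of the other times had the paper's sign and lay within the SD between heads of the paper's value, on the scale of that table, the log2 of the mean linear signal. The largest gaps were those of V-type proton ATPase subunit E (1.44 in the paper and 1.18 here), solute carrier family 35 member F5 (-0.49 and -0.74) and ABC transporter G family member 23 (-0.93 and -0.71). For the probes left by the filter on missing arrays the paper gives 27335, and 19331 were left here, within 1.5 times of that, while the deposited table holds fewer than either. Bestrophin-2 has -0.16 in the paper and -0.11 here on that scale, and 0.04 (standard error 0.45) as a difference of mean log2 signals, where the sign is the opposite.

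The paper describes the 36 transcripts of Tables S1 and S2 as varying, and none of them passed here at the adjusted threshold. Settings that called some of them as varying were array weights (opsin EsRh1a, Peroxiredoxin 6 and oligosaccharyltransferase complex subunit ostc) and the filter on the coefficient of variation (Peroxiredoxin 6), as well as leaving out the dimmest 15:00 array with probes bright on the others (Peroxiredoxin 6), which was chosen after seeing the values. The paper describes Escry as fluctuating through the day in the head. The 3 probes named for Escry in the array files had adjusted p from 0.799 to 0.999 from limma's F-test here. The Escry row of Table S1 that the paper cites is not in the part held here, so its probe is not known. The 3 probes may therefore not be the measurement that the paper describes. The paper describes the 9 transcripts of Table S2 as having peaks spread over the day, and 8 of the 9 were highest at 06:00 here. For these 9 the paper also reports that PCR values paralleled its array values, and the PCR values were not analysed here. The peaks that the paper gives for Peroxiredoxin 6 and opsin EsRh1a, at 06:00, and for an arrestin, at 10:00 and 18:00, were also the highest time points here.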

Other observations

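In this part, the tests on bright probes with slide as a block and the test on the paper's list were chosen only after the results were seen.

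EsClock, the krill homologue of the transcription factor Clock, was measured by 5 probes, and none varied in limma's F-test (adjusted p from 0.723 to 0.903, and 0 of 5 at an unadjusted p under 0.05). The probe of the start codon part, well above background on 19 arrays, had a log2 signal of 5.95 ± 0.17 (SD, n = 4 heads) at 10:00, 5.86 ± 0.32 at 15:00, 5.63 ± 0.13 at 18:00, 5.62 ± 0.32 at 06:00 and 5.24 ± 0.74 at 01:00. It fitted a 24-hour curve with a peak at 12.0 h at an unadjusted p of 0.0484, without adjustment over the 5 probes. The probe of the start codon part with an insertion was well above background on 4 of 20 arrays.

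Some channels and transporters of Table S1 were lowest, not highest, at 06:00. The calcium-activated potassium channel slo-1, which sets the repolarisation of nerve cells, had its highest mean at 18:00, and its value at 06:00 was 0.493-fold the mean of the other times. It was called with array weights only (log2 change -0.93, adjusted p = 0.026 from limma, against up to 0.744 under the other alternatives). Its log2 change ran from -1.2 to -0.57 under the alternatives. The solute carrier family 35 member F5 was 0.618-fold at 06:00, not past the adjusted threshold. Its log2 difference was -0.69, and from -0.91 to -0.14 under the alternatives. The permease AraH, annotated by its match to the bacterium S. flexneri, was also lowest at 06:00, near background (well above it on 5 of 20 arrays).

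Among the unannotated probes well above background on all 20 arrays, chosen for mention after their values were seen, CUST_3407_PI426442911 was higher at 06:00 by 1.53 on the log2 scale (adjusted p = 0.0443 from limma over bright probes), and CUST_11360_PI426442911 and CUST_8016_PI426442911 had changes of -2.38 and -3.18 (adjusted p = 0.0443 for both). With slide as a block their changes were 1.40, -2.64 and -3.09 (adjusted p = 0.0725 for each). The only probe past the adjusted threshold over all probes, CUST_13205_PI426442911, was higher at 01:00, with a log2 mean of 6.52 against 2.32 to 2.88 at the other times (adjusted p = 0.0102 from limma). It had values on 13 arrays and was well above background on 2.

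A hypothesis on how the paper's list of varying transcripts was made is that it holds transcripts with an unadjusted p under 0.05 in the methods' one-way test on linear values. If so, nearly all transcripts of Tables S1 and S2 would have such a p in the deposited values before log2, and 36 of 36 did, as against 18 of 36 after log2. A list at an adjusted p of at most 0.05 in that test would also give 36 of 36, so this count alone does not tell these lists apart. The smallest adjusted p among the 36 was 0.12 in that test before log2, so none would be on a list made at the adjusted threshold from these values. The paper gives its list as 8% of the probes, and 8.01% of the deposited probes had such a p. The test may not tell this from other lists that overlap with it, since the tables held here cover 36 transcripts only.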
